# Comprehensive transcriptional profiling of aging porcine liver

**DOI:** 10.7717/peerj.6949

**Published:** 2019-05-17

**Authors:** Jianning Chen, Qin Zou, Daojun Lv, Muhammad Ali Raza, Xue Wang, Yan Chen, Xiaoyu Xi, Peilin Li, Anxiang Wen, Li Zhu, Guoqing Tang, Mingzhou Li, Xuewei Li, Yanzhi Jiang

**Keywords:** Aging, Liver, Pig, Transcriptome

## Abstract

**Background:**

Aging is a major risk factor for the development of many diseases, and the liver, as the most important metabolic organ, is significantly affected by aging. It has been shown that the liver weight tends to increase in rodents and decrease in humans with age. Pigs have a genomic structure, with physiological as well as biochemical features that are similar to those of humans, and have therefore been used as a valuable model for studying human diseases. The molecular mechanisms of the liver aging of large mammals on a comprehensive transcriptional level remain poorly understood. The pig is an ideal model animal to clearly and fully understand the molecular mechanism underlying human liver aging.

**Methods:**

In this study, four healthy female Yana pigs (an indigenous Chinese breed) were investigated: two young sows (180-days-old) and two old sows (8-years-old). High throughput RNA sequencing was performed to evaluate the expression profiles of messenger RNA, long non-coding RNAs, micro RNAs, and circular RNAs during the porcine liver aging process. Gene Ontology (GO) analysis was performed to investigate the biological functions of age-related genes.

**Results:**

A number of age-related genes were identified in the porcine liver. GO annotation showed that up-regulated genes were mainly related to immune response, while the down-regulated genes were mainly related to metabolism. Moreover, several lncRNAs and their target genes were also found to be differentially expressed during liver aging. In addition, the multi-group cooperative control relationships and constructed circRNA-miRNA co-expression networks were assessed during liver aging.

**Conclusions:**

Numerous age-related genes were identified and circRNA-miRNA co-expression networks that are active during porcine liver aging were constructed. These findings contribute to the understanding of the transcriptional foundations of liver aging and also provide further references that clarify human liver aging at the molecular level.

## Introduction

The aging process leads to the gradual loss of the ability of an organism to maintain homeostasis and its structure alters. The organism therefore becomes more vulnerable to external stresses or damage (López-Otín et al., 2013). Aging significantly affects a number of physiological and biochemical functions that are performed by the liver (Kitani, 1994). Aging has been suggested as a major risk factor for the development of various diseases (Rodwell et al., 2002), and several studies showed that aging increased the risks for numerous liver diseases that cause an increase in the mortality rate (Amarapurkar et al., 2007; Regev & Schiff, 2001; Sheedfar et al., 2013). Previous studies have shown that the liver size progressively decreased in response to aging and a marked decline in volume was found to occur above the age of 60 years in humans (Woodhouse & James, 1990). This has been suggested to be related to an age-dependent decrease in hepatic blood flow (Wynne et al., 2010; Zoli et al., 1999). The aging liver in humans has been characterized to have macrohepatocytes, polyploidy, and increased numbers of in nuclei and nucleoli (Schmucker, 1998). It has been reported that the rate of hepatic polyploidization accelerated after five decades of life in humans (Kudryavtsev et al., 1993). In the liver, the neural fat and cholesterol volumes gradually expand in response to ageing, and this accumulation of lipids may damage the normal liver function by promoting organ-specific toxic reactions (Kim, Kisseleva & Brenner, 2015; Slawik & Vidal-Puig, 2006). More importantly, the aging process in the liver can lead to a decreased number and dysfunction of mitochondria, as well as a decrease in the area of the smooth endoplasmic reticulum. These effects decrease the generation of smooth endoplasmic reticulum and reduce the synthesis of microsomal proteins (Kim, Kisseleva & Brenner, 2015). The changes of structure and dysfunction in the liver in response to age were considered to be associated with a significant impairment of many hepatic metabolic and detoxification activities (Bertolotti et al., 2014).

Due to the continuous development of molecular biology, the aging process is currently understood not only a process accompanied by morphological changes, but also as a process that involves complicated changes at the molecular level. Recently, several studies have shown that DNA methylation, as an important part of epigenetics, changes during human liver aging (Bacalini et al., 2018; Bysani et al., 2016; Huse et al., 2015). A number of DNA methylation changes have been found to be associated with gene expression during aging in the liver (Bysani et al., 2016). Moreover, numerous gene expression changes have been reported during aging in the mouse liver (Kwekel et al., 2010; White et al., 2015), and age-related genes have been reported to be involved in immune response, metabolic processes, cell activation, and RNA modification (White et al., 2015). In addition, the non-coding RNAs including microRNAs (miRNAs), long non-coding RNAs (lncRNAs), and circular RNAs (circRNAs) have been found to play an important role in the regulation of gene expression (Chen & Yang, 2015; Eulalio, Huntzinger & Izaurralde, 2008; Mercer, Dinger & Mattick, 2009), and to be closely related to many diseases (Chen et al., 2013; Feng et al., 2014; Lukiw, 2013; Zhao et al., 2016). Furthermore, numerous miRNAs and lncRNAs were identified to be differentially expressed during liver aging in both humans and mice (Capri et al., 2017; Shima et al., 2014; White et al., 2015). However, the changes involved in the comprehensive transcriptome, including mRNA, lncRNA, miRNA, and circRNA, during liver aging remain largely unknown both in humans and other big mammals. More importantly, previous studies have shown that the liver weight tends to increase in rodents, while it decreases in humans with age (Kitani, 1994). Therefore, the mouse may not be a good model animal to clearly and fully understand the underlying molecular mechanisms of human liver aging. It has been reported that pigs have a genomic structure, as well as both physiological and biochemical features that are similar to those of humans. The prominent exception is their anatomic structure (Welsh et al., 2009), which is more similar than that of mice (Wernersson et al., 2005). The pig has been identified as a valuable model to study human diseases (Lunney, 2007; Zhu et al., 2015). The above-mentioned information suggests that the pig may be an ideal model animal to obtain an understanding of the aging of the human liver at the transcriptional level.

Puberty and reproductive exhaustion are the two key points in the reproductive development of pigs, and the median ages of both sow puberty and reproductive exhaustion are about 180 days and 8 years, respectively (Jones, Rothschild & Ruvinsky, 1998). Both of these critical time points correspond to the age of 14 and 50 in humans, respectively (Hansen et al., 2008). Moreover, the liver has been found to be in a recession at the age of 50 in humans, and the aging rate entered a period of accelerated decline after the age of 50 (Kudryavtsev et al., 1993). To better understand the comprehensive transcriptional profiling of liver aging, pigs were used as model animals and an integrated multi transcriptome-wide profiling (mRNA, miRNA, lncRNA, and circRNA) analysis was performed via high-throughput sequencing of the liver from two young (180 days) and two old (8 years) sows. This procedure enabled to identify numerous age-related genes and unclear multi-group cooperative control networks in the aging pig liver. In summary, the obtained data may help to explain age-associated changes in the transcriptional patterns during liver aging, and also provide further references toward an understanding of human liver aging at the molecular level.

## Materials & Methods

### Animals

In this experiment, four Yanan sows were used to investigate the porcine liver aging process. For this study, two young sows (180-days-old) and two old sows (8-years-old) were selected. Moreover, no direct and collateral blood relationship existed among the four pigs within the last three generations of these experimental animals. All experiments involving animals were conducted according to the Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in June 2004), and approved by the Institutional Animal Care and Use Committee in College of Animal Science and Technology, Sichuan Agricultural University (Sichuan, China) under permit No. SKY-B20160201.

Feeding and slaughtering standards of the pigs were performed as described in previous literature (Chen et al., 2018). As in previous research, piglet weaning was executed at the age of 28 ± 1 days. After weaning, an initial diet consisting of 3.40 Mcal kg^−1^ metabolizable energy having 20.0% crude protein (11.5 g kg^−1^ lysine) was provided to piglets, which continued from day 30 to 60. The pigs were shifted to a different diet, composed of 14.0 MJ kg^−1^ of metabolizable energy and 18.0% crude protein (9.0 g kg^−1^ lysine) from the 61st to the 120th day. On the 121st day, pigs were subjected to a feed constituting 16.0% crude protein (8.0 g kg^−1^ lysine) and 13.5 MJ kg^−1^ of metabolizable energy. Similar conditions were provided to pigs with the permission to freely access food and water. Pigs were not allowed to access food one night before slaughtering and had a resting period of 2 h after transportation. To exsanguinate and relieve the pain, a sudden electric shock of 90 V and 50 Hz for 10 s was administered (Chen et al., 2018).

### Sample preparation

As previous study described, all samples were investigated following the rules and regulations for the handling and establishment of research animals by the Ministry of Science and Technology of China (Chen et al., 2018). Porcine liver tissue was harvested from each pig and frozen in liquid nitrogen. After that, samples were kept in a freezer at −80 °C until RNA extraction. The TRIzol Reagent (Invitrogen, CA, USA) was used to extract the total RNA, which was subsequently treated with DNase and purified by using the RNeasy Mini Kit (Qiagen, CA, USA). The quality and concentration of RNA were determined by an Agilent Bioanalyzer 2100 system.

### RNA sequencing

RNA samples were prepared by using about 5 µg RNA per sample. According to the manufacturer’s information, the rRNA-depleted RNA by NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® (New England Biolabs Ipswich, MA, USA) was used to obtain sequencing libraries. The Agilent Bioanalyzer 2100 system was utilized to analyze the library quality. After clusters had been generated, RNA sequencing was performed using Illumina HiSeq 4000 and 150 bp paired-end reads were obtained.

### Small RNA sequencing

A small RNA library was prepared by taking a total of 5 µg of RNA per sample as input material. To generate sequencing libraries, NEBNext® Multiplex Small RNA Library Prep Set for Illumina® (New England Biolabs Ipswich, MA, USA) was used, according to the manufacturer’s information. To attribute sequences to each sample, index codes were supplemented. Here, the Agilent Bioanalyzer 2100 system was also utilized to test the quality of the library. According to the information provided by the manufacturer, a cBot Cluster Generation System using TruSeq SR Cluster Kit v3-cBot-HS (Illumina, Inc, CA, USA) was used to cluster the index-coded samples. After the clusters had been generated, the Illumina MiSeq platform was used to sequence the obtained library preparations, and 50 bp single-end reads were obtained.

### Statistical analysis

Clean reads of RNA sequencing were obtained from raw data after eliminating the adapter, poly-N, and low-quality reads. The clean reads were aligned to the reference genome database (Ensemble *Susscrofa 10.2*) using TopHat2 (v2.0.14) and default parameters were used (Kim et al., 2013). Mapped reads per sample were assembled by using the StringTie software (Pertea et al., 2015), which at least presented in one of the two replicates. Mapped transcripts blasted (e-value = 1e−10) to Ensemble were directly described as known mRNA or lncRNA. To estimate the transcripts per million (TPMs) of both lncRNAs and mRNA, Salmon (v0.6.0) was utilized (Patro, Duggal & Kingsford, 2015). To examine the transcript coding potential, Coding Potential Calculator (CPC) (0.9) (Kong et al., 2007) and Pfam Scan (v1.5) (Punta et al., 2012) were utilized. Coding potential transcripts predicted by one or both tools were filtered out, and non-coding potential transcripts were identified as the candidate set of novel lncRNAs. The circRNAs were predicted by CIRCexplorer2 (junction reads ≥ 2) (Zhang et al., 2016).

The miRBase21 was used as reference and the software mirdeep2 (Friedländer et al., 2011) was utilized to identify the known miRNA and to predict novel miRNA. The miRanda (v3.3a) software (Betel et al., 2008) was used to predict the target genes of miRNAs and default parameters and cutoffs (Score S ≥ 140 and Energy E ≤−20.0) were used. Later, the expression levels of miRNAs were also measured by TPMs.

The mRNAs, lncRNAs, miRNAs, and circRNAs were identified to be differentially expressed by using the edgeR package (Robinson, McCarthy & Smyth, 2010) in the R programming environment. Moreover, in the “classic analysis” section, the edgeR user guidelines were adopted in detail. A *q*-value <0.05 and fold change >2 were used to determine differentially expressed mRNAs, lncRNAs, and miRNAs in the old group vs. young group. For differentially expressed circRNAs, the standard *p*-value <0.05 and a fold change >2 was used. Here, the fold change of mRNAs, lncRNAs, miRNAs, and circRNAs was the log2 transformed ratio of the average expression between two groups, and was estimated by edgeR.

The GOseq R package was used to perform the Gene Ontology (GO) enrichment analysis, and GO terms with a corrected *p*-value <0.05 were considered to be significantly enriched by the genes. Principal Component Analysis (PCA) was performed by the prcomp function in R. All the Pearson’s correlation coefficient analysis in our research used the cor function in R programming.

### CircRNA-miRNA co-expression network

The correlation analysis was the base for the construction of a circRNA-miRNA co-expression network between the differentially expressed circRNA and miRNAs. The Pearson’s correlation coefficient (*r*) was used for the expression analysis of differentially expressed circRNAs and miRNAs. The *r* >0.8 and a *p*-value <0.05 were considered relevant for network construction between a circRNA and a miRNA.

### Quantitative PCR validation

The oligo (dT) and random 6-mer primers given in the PrimeScript RT Master Mix kit (TaKaRa, Shiga, Japan) were utilized for cDNA synthesis. The CFX96 Real-Time PCR detection system (Bio-Rad Laboratories, Inc., Hercules, CA, USA) was used to conduct q-PCR using the SYBR Premix Ex Taq kit (Takara, Shiga, Japan). Three biological replicates were taken to perform the q-PCR analysis. In this assay, three endogenous control genes (porcine *GAPDH*, *ACTB*, and *U6* snRNA) were used. The expression levels of objective mRNAs, miRNAs, lncRNAs, and circRNAs were determined by the 2^−ΔΔ*Ct*^ method. The Pearson’s correlation coefficient of the log2 fold change values between RNA-seq and q-PCR was used to validate the reliability of the obtained RNA-seq data.

## Results

### Transcriptome profile of the aging liver

To determine the changes in transcriptome level due to aging in the liver, four porcine liver tissues were obtained from two age groups. Here, RNA sequencing (RNA-seq) was used to explore transcriptome-wide profiling including mRNA, miRNA, lncRNA, and circRNA. 

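The livers of 2 young sows aged 180 days and of 2 old sows aged 8 years each gave 1 rRNA-depleted RNA-seq library. The authors aligned the clean reads to Sscrofa10.2 with TopHat2, assembled transcripts with StringTie, and deposited 1 value per library for each mRNA, lncRNA and circRNA, which they name TPM. Within each library, the values of mRNAs and lncRNAs were whole multiples of a single step that did not change from gene to gene, so they are taken here as CPM of a library total that the authors do not state. Whole reads were recovered for at least 99.994% of the mRNA values and 100% of the lncRNA values above 0. The listed mRNAs and lncRNAs held 51494798 reads in young replicate 1, 52207649 in young replicate 2, 28324675 in old replicate 1 and 31630060 in old replicate 2, a mean of 40.9 M. The paper gives 71.66 M clean reads per library, and the values used here rest on the reads counted on listed features. Of the lncRNA reads, the lncRNA MSTRG.126734 took between 66.6% and 89.5% per library. The circRNA values lay near whole multiples of a step and drifted from them at high values, so their junction reads, about 23358 and 23614 in the young livers and 20503 and 38775 in the old livers, are approximate. Fold changes between old and young livers were fitted with limma on log2(value + 1), and for circRNAs on log2(value + 0.286), where 0.286 is the smallest circRNA value above 0, over the features above 0 in at least 2 of the 4 libraries. On these scales the change of a feature with low values is understated. The thresholds were an adjusted p-value under 0.05 (unadjusted for circRNAs) and an absolute log2 fold change above 1. This takes the paper's fold change above 2 as a plain ratio. The paper also describes its fold change as log2 transformed, so its cut may have been stricter. The exact test of edgeR, which the paper used, was run on the recovered reads of mRNAs, lncRNAs and miRNAs as an alternative. PCR reads are not independent molecules, so every interval and read limit below covers counting error alone.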

An estimate ∼71.66 million clean reads were achieved per RNA-seq library. An alignment of ∼73.40–79.40% of clean reads were found with the porcine reference genome (Ensemble Susscrofa 10.2) (Table S1). Moreover, 8.00–9.43 million clean reads were gained per small RNA-seq library. 

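The same 4 livers each gave 1 small RNA-seq library of single-end reads, in which the authors identified known miRNAs and predicted further ones with mirdeep2 against miRBase21. The deposited miRNA values, also named TPM by the authors, were whole multiples of a step per library for at least 99.877% of the values above 0, but summed to between 11220900 and 18862200 per library, so they are treated as a normalized signal. Over all miRNA names, the recovered reads summed to 14139461 and 11661943 in the young livers and to 13217134 and 12839850 in the old livers, above the number of clean reads that the paper gives for any library. Part of this sum is counted more than once, as miR-122-5p and ssc-miR-122 carried nearly the same reads in every library (3436134 for ssc-miR-122 in young replicate 1). With each of the 5 names that repeat another counted a single time, between 8715520 and 10438216 reads per library remained. The sums over names are therefore not the depth of the libraries. In each library, miR-122-5p held between 23.2% and 27.3% of the summed reads.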

74.39–80.24% alignment of clean reads were mapped reads (Table S2). Among these four samples (including two young livers (YL) and two old livers (OL)), a total of 21,607 mRNAs, 4028 lncRNAs, 888 miRNAs, and 6366 circRNAs were detected (Fig. 1, Data S1). 

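The deposited table lists 21607 mRNA identifiers, of which 18575 had a value above 0 in at least 1 library and 3032 were listed at 0 in all 4. All 4028 lncRNAs, 888 miRNAs and 6366 circRNAs of their tables were above 0 in at least 1 library. Young replicate 1 and young replicate 2 had 15230 and 14291 mRNAs above 0, and old replicate 1 and old replicate 2 had 17262 and 16978. The corresponding numbers of lncRNAs were 2387 and 2016 in the young livers and 3547 and 3364 in the old livers. Far fewer circRNAs were above 0 in each library, 1348 and 834 in the young livers and 2712 and 4219 in the old livers, whereas miRNAs ranged only from 813 to 821 per library. With a value of at least 1 taken as detection there were 11649 mRNAs, 2004 lncRNAs, 887 miRNAs and 2294 circRNAs, and with detection in both libraries of an age group there were 16363, 3036, 830 and 1460.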

Out of 888 miRNAs, 336 miRNAs were identified as novel miRNAs (Fig. 1E). 

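The miRNA table holds 552 known names, of which 214 are names of pig miRNAs (ssc) and 338 are names without that prefix, and 336 names of predicted miRNAs. Reads of the predicted names made up 0.867% and 0.607% of the summed miRNA reads in the young livers and 0.722% and 1.24% in the old livers. Their median normalized value per library lay between 3.85 and 5.95, against 64.5 to 108 for the known names.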

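Counting a feature as detected in an age group when it was above 0 in at least 1 of its 2 libraries, both age groups shared 15689 of the 18575 detected mRNAs (84.5%, 95% Wilson interval 83.9 to 85.0), 2596 of 4028 lncRNAs (64.4%, 63.0 to 65.9), 842 of 888 miRNAs (94.8%, 93.2 to 96.1) and 1074 of 6366 circRNAs (16.9%, 16.0 to 17.8). Leaving out 1 library lowered or raised these shares to between 76.7% and 86.1% for mRNAs, 49.6% and 68.5% for lncRNAs, 89.8% and 90.8% for miRNAs and 9.02% and 19.7% for circRNAs, and the 9.02% was the share without young replicate 1. When a value of at least 1 was required, the shared part of circRNAs was 25.1% of 2294.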

A total of 84.5%, 64.4%, and 95.2% of these identified mRNAs, lncRNAs, and miRNAs, respectively, were expressed in both young and old groups; however, only circRNAs had an expression of 16.9%. Moreover, the number of only expressed mRNAs, lncRNAs, miRNAs, and circRNAs in OL exceeded those only expressed in YL (Fig. 1, Data S2).

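There were 2432 mRNAs above 0 only in old livers against 454 only in young livers, a ratio of 5.36. For lncRNAs the ratio was 11.6 (1318 against 114), for miRNAs 1.56 (28 against 18) and for circRNAs 5.26 (4447 against 845). The direction depended on the lowest value taken as detection. With a value of at least 1, the ratio was 0.870 for mRNAs, 0.641 for lncRNAs and 0.767 for circRNAs, so that more features were found only in young livers, while for miRNAs it was 2.76. Leaving out a library removes features from its age group by construction, and for miRNAs the ratio was then 0.324 without old replicate 1, 0.350 without old replicate 2 and 5.07 without either young replicate. Without old replicate 2, the circRNA ratio was 1.69. The mRNA and lncRNA ratios were 2.01 and 3.71 without old replicate 1, and 18.2 and 39.0 without young replicate 1. After the reads were drawn down at random to the smallest library, the ratio was 5.88 for mRNAs, 11.9 for lncRNAs, 1.48 for miRNAs and 3.62 for circRNAs. For mRNAs and lncRNAs the young libraries were the deeper ones, so drawing down could not lower these ratios and is no test of depth for them.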

**Figure 1:**
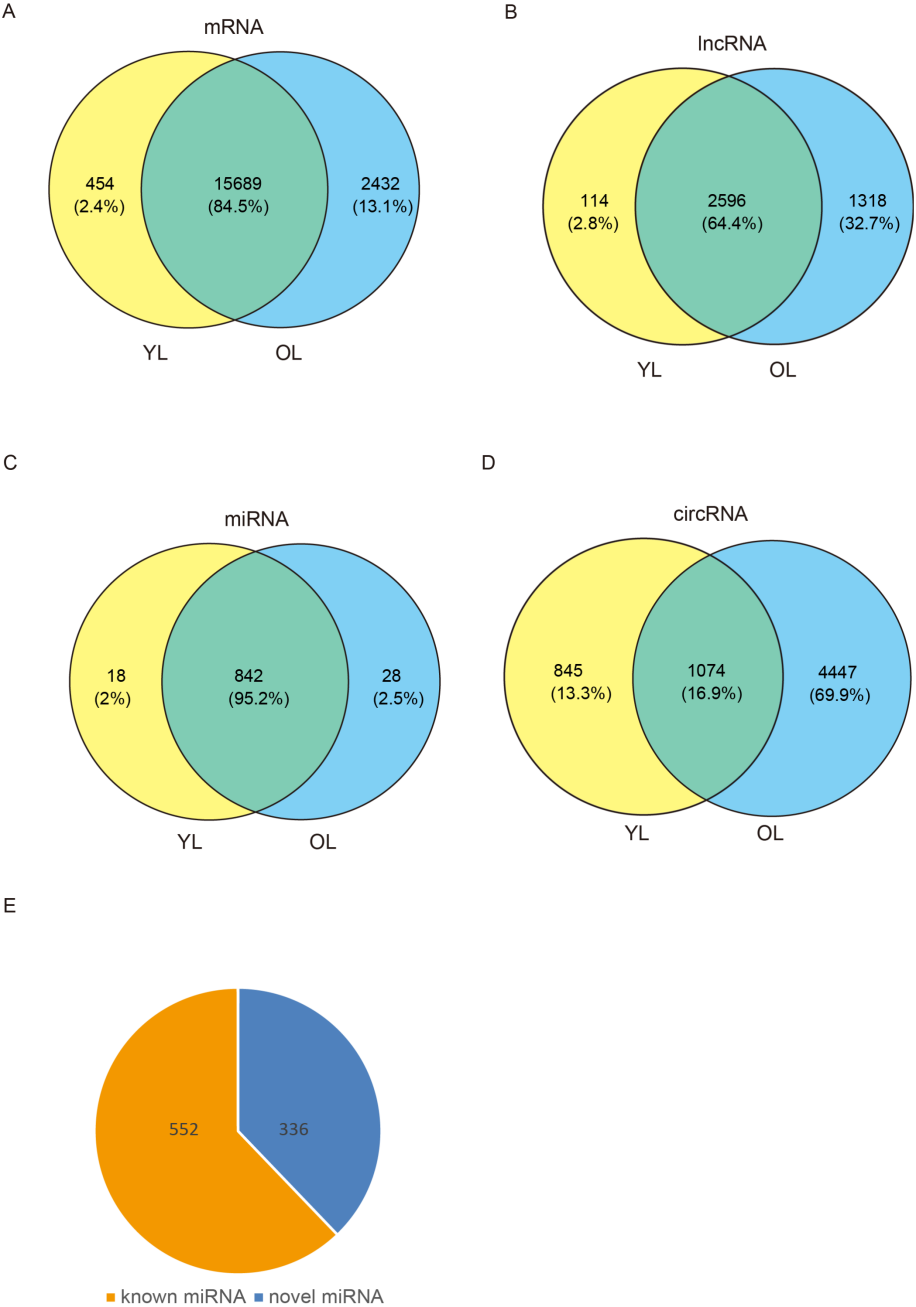
Global mRNA, lncRNA, miRNA, and circRNA expression patterns across liver samples. (A) mRNA. (B) lncRNA. (C) miRNA. (D) circRNA. (E) Known and novel miRNAs. YL, young liver; OL, old liver.

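Across the 25635 listed mRNAs and lncRNAs, Pearson's r of the deposited values was 0.996 between young replicates 1 and 2 and 0.925 between old replicates 1 and 2. Between the age groups it was 0.991 and 0.989 for old replicate 2 with young replicates 1 and 2, and 0.929 and 0.905 for old replicate 1, so old replicate 2 lay closer to both young livers than to the other old liver. These coefficients are across genes, which are not independent replicates. A few abundant transcripts weigh on them, and without the 20 features with the highest mean r was 0.945 between the young replicates, 0.723 between the old replicates and from 0.538 to 0.812 between the age groups. On log2(value + 1), r was 0.937 between the young replicates and 0.936 between the old replicates, and at most 0.927 between the age groups.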

Unsupervised Euclidean matrix plots for expressed mRNA and lncRNA showed that both the old individuals and younger individuals were grouped separately (Fig. 2A), indicating an age-dependent expression pattern. Moreover, a closer distance was found between old individuals compared to that of younger individuals. 

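In the full space of log2(value + 1) over the 22603 mRNAs and lncRNAs above 0 in at least 1 library, the Euclidean distance between the old livers was 95.02 and that between the young livers 99.5. With Spearman's coefficient across genes, the old livers were the more alike pair (0.916 against 0.852), and with Pearson's r on the deposited values the young livers were. From the separate grouping of old and young individuals, the paper proposes that the expression pattern depends on age.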

PCA was used for the identified mRNA and lncRNA transcripts, and the results showed that the young group had a high degree of variance between each biological replicate, while old individuals clustered (Fig. 2B). Furthermore, four samples were investigated using unsupervised Euclidean matrix plots based on miRNAs (Fig. 2C). 

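The first component of the log2(value + 1) values of mRNAs and lncRNAs carried 51.0% of the variance, the second 26.9% and the remaining one 22.1%. In the plane of the first 2 components, the young livers were 97.1 apart and the old livers 44.5, a ratio of 2.18. The old livers separated on the third component, where old replicate 1 had a score of 33.9 and old replicate 2 of -50.1, and over all 3 components the ratio was 1.05. The ratio in the plane ranged from 1.32, with features scaled to unit variance or with a mean of at least 1, to 5.71 with log2(value + 0.1). Each group has 1 distance, so no spread can be given for it.

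**Figure D1:**
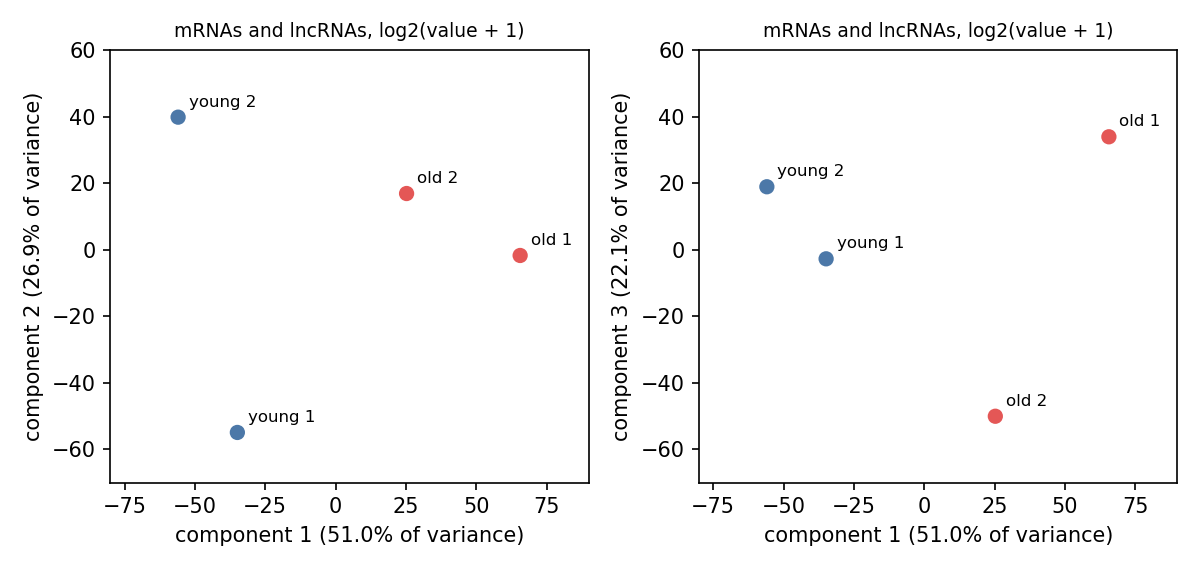
Scores of the 4 livers on the first and second components (left) and on the first and the third components (right) of log2(value + 1) of mRNAs and lncRNAs, 1 point per liver. The old livers sit close on the second component and apart on the third, at 33.9 and -50.1.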

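For the 888 miRNAs, Pearson's r of the deposited values across miRNAs was 0.998 between the young replicates and 0.991 between the old replicates. Between the age groups it was 0.996 and 0.995 for old replicate 1 and 0.982 and 0.980 for old replicate 2 with young replicates 1 and 2. Old replicate 1 was thus closer to both young livers than to old replicate 2. On log2(value + 1), r was 0.980 between the young replicates, 0.954 between the old replicates and from 0.951 to 0.962 between the age groups.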

The result also indicated age-dependent expression patterns. However, the result of PCA for miRNA has shown that there was a higher degree of variance between each biological replicate in the old group than in the young group (Fig. 2D), which contrasted with the PCA result based on mRNA and lncRNA.

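On the first 2 components of the log2(value + 1) values of miRNAs, which carried 44.7% and 35.4% of the variance, the old livers were 40.3 apart and the young livers 4.52. The young livers separated on the third component (19.9% of the variance), with scores of -14.1 and 15.9. Over all components the distance was 30.3 between the young livers, and the ratio of the young to the old distance rose from 0.112 in the plane to 0.751.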

**Figure 2:**
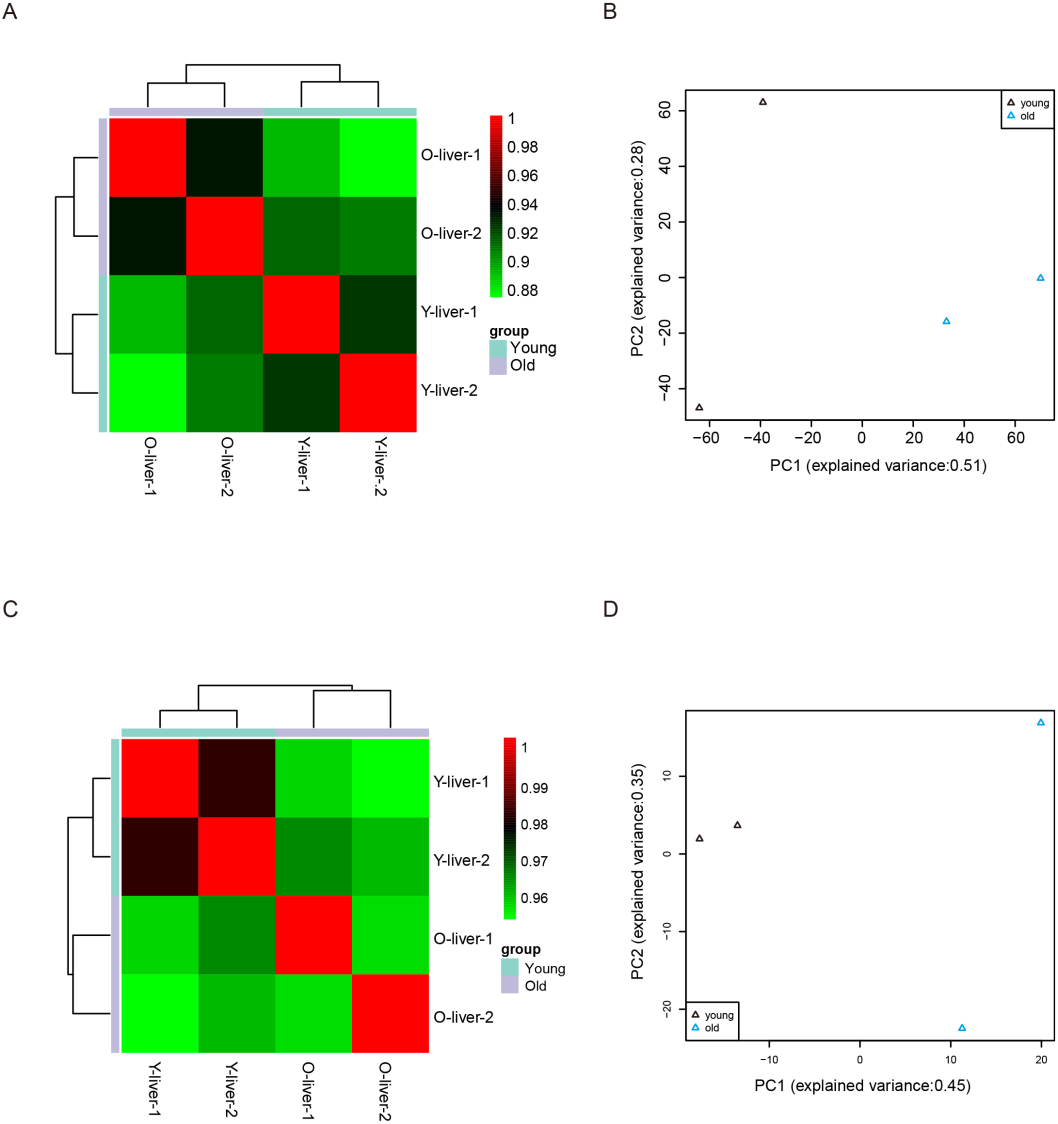
Variance between old and young individuals. (A) Pearson’s correlation coefficient heat map of mRNA and lncRNA between YL and OL. The identified mRNA and lncRNA expression values (TPM) in every sample were used to perform the Pearson’s correlation coefficient analysis, and values closer to 1 were less variable. (B) Principal Component Analysis (PCA) plot based on the normalized expression level (log2 (TPM)) of identified mRNAs and lncRNAs. (C) Pearson’s correlation coefficient heat map of miRNAs between YL and OL. The identified miRNA expression values (TPM) in every sample were used to perform the Pearson’s correlation coefficient analysis, and values closer to 1 were less variable. (D) PCA plot based on normalized expression level (log2 (TPM)) of identified miRNAs.

**Figure 3:**
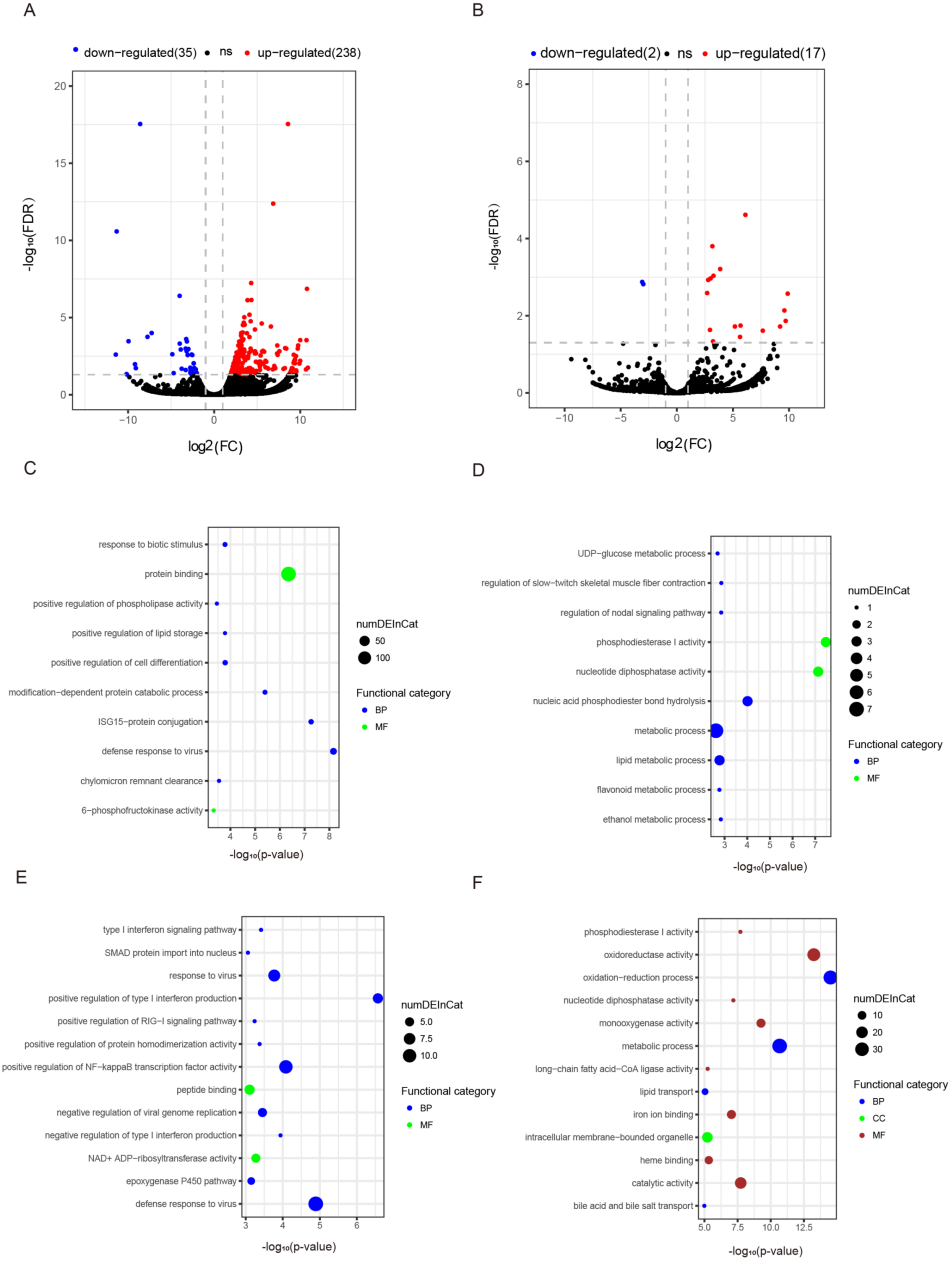
Differentially expressed mRNAs and lncRNAs during aging. The *q*-value < 0.05 and fold change >2 were used to identify differentially expressed mRNAs and lncRNAs in OYL. Gene Ontology (GO) enrichment analyses were performed to analyze the functional enrichment of differentially expressed mRNAs and lncRNAs. (A) Differentially expressed mRNAs in OYL. (B) Differentially expressed lncRNAs in OYL. (C) Functional enrichment analysis for up-regulated mRNAs in OYL. (D) Functional enrichment analysis for down-regulated mRNAs in OYL. (E) Function enrichment analysis for the target genes of up-regulated lncRNAs in OYL. (F) Function enrichment analysis for the target genes of down-regulated lncRNAs in OYL. Only the most enriched (*p* < 0.05) and meaningful GO terms are presented here. OYL, old liver vs. young liver; red dots and blue dots represent up-regulated and down-regulated mRNAs during aging, respectively. FDR, false discovery rate; FC, fold change. BP, biological process; CC, cellular component; MF, molecular function.

### Differentially expressed mRNAs during liver aging

Form our results, though most genes had been shared for both ages during liver development, we also detected a proportion of age-dependent differentially expressed genes (DEGs). First, DEGs were screened in OL vs. YL (OYL), which identified 273 DEGs, of which 238 were up-regulated and 35 were down-regulated (Fig. 3A, Data S3). 

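Among 16898 mRNAs tested with limma, none reached an adjusted p-value under 0.05 with an absolute log2 fold change above 1, and at an unadjusted p-value under 0.05 there were 471 higher and 500 lower in old livers. The smallest adjusted p-value was 0.213. The exact test of edgeR on the recovered reads called 399 mRNAs, of which 345 were higher and 54 lower in old livers, whereas edgeR's quasi-likelihood test on the same reads called none (1924 higher and 484 lower at an unadjusted p-value under 0.05). On simulated counts of 16762 genes with the dispersion that edgeR estimated for these libraries (0.462), with 200 genes changed by a log2 fold of 3, limma called 0% of the changed genes, the exact test 4.50% and the quasi-likelihood test 0%. At a dispersion of 0.05 they called 42%, 100% and 100% of the changed genes, over 16787 genes. Of the 345 higher calls, between 73 (without old replicate 2) and 125 (without old replicate 1) had a log2 fold change of 1 or less with 1 library left out, and 5 showed no change or the opposite direction without old replicate 1. Of the identifiers outside those the paper discusses, ENSSSCG00000007688 was at 0.316 and 0 CPM in the young livers and at 324 and 302 in the old livers, and ENSSSCG00000028664 was at 0 in both young livers and at 9.26 and 8.52 in the old livers. ENSSSCG00000024080 had the opposite pattern, with 207 and 260 in the young livers and 0 and 0.752 in the old livers, and ENSSSCG00000024776 fell from 11.4 and 13.3 to 1.77 and 1.87. The adjusted p-value of limma was 0.213 for each of these 4 identifiers.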

To explore the biological functions of these age-related genes, GO analysis was performed. Compared to the young group, the results showed that the up-regulated genes were significantly enriched for immune response, the regulation of cell differentiation, stress response, both transport and storage of lipids, such as defense response to virus (GO:0051607), and ISG15-protein conjugation (GO:0032020); positive regulation was found for cell differentiation (GO:0045597), response to biotic stimulus (GO:0009607), positive regulation of lipid storage (GO:0010884), and chylomicron remnant clearance (GO:0034382) (Fig. 3C, Data S4). For example, the gene nuclear receptor subfamily 1 group H member 2 (*NR1H2*, ENSSSCG00000003211) was identified to be up-regulated (log FC = 2.026481405) (Data S3) during liver aging, and it was GO enriched for the positive regulation of lipid storage (Data S4). 

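Of a list of 46 interferon-stimulated genes, 34 had an identifier in the mRNA table, and each of the 34 was higher on average in old livers. The median log2 fold change of the list was 1.55. Old replicate 1 alone carried this difference. The median of log2(value + 1) over the list was 1.68 and 1.81 in the young livers, 5.62 in old replicate 1 and 1.61 in old replicate 2. All 34 genes were above both young livers in old replicate 1, and 7 were above and 17 below both young livers in old replicate 2. Without old replicate 1 the median log2 fold change was -0.12, and without old replicate 2 it was 3.29. The camera test of limma with a preset correlation between genes gave p = 0.000126 for the list, which did not hold with a correlation estimated from the data (p = 0.519) or in the fry test (p = 0.492). In limma, no gene of the list had an adjusted p-value under 0.05 over all mRNAs tested or adjusted over the list alone. An unadjusted p-value under 0.05 was reached by 0 genes in limma. The GO enrichment of the paper was not repeated, as no GO table was used here.

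**Figure D2:**
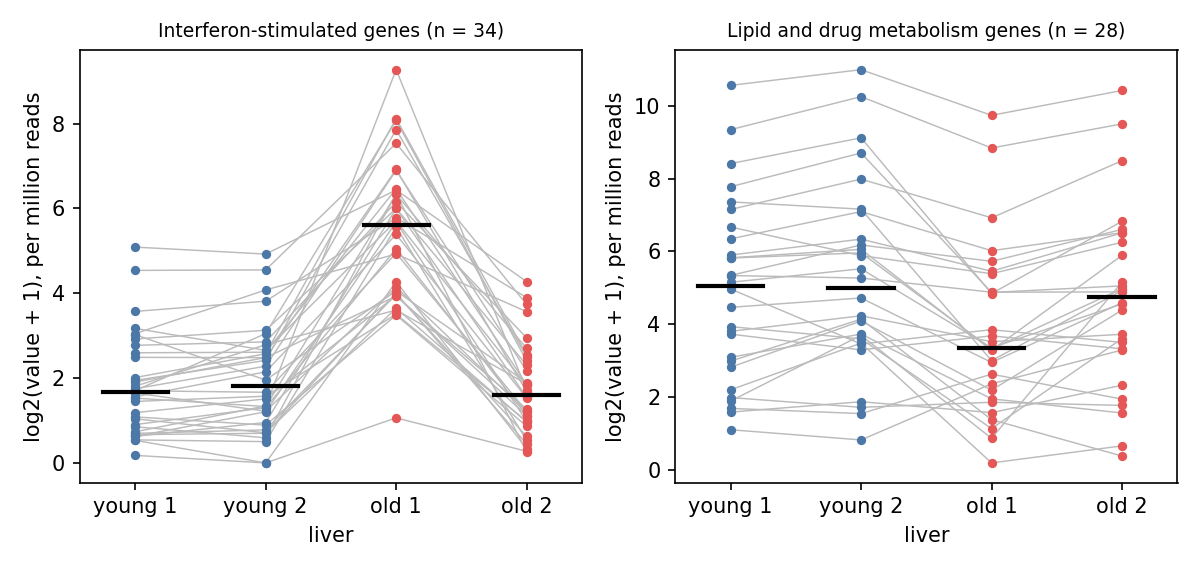
Values of log2(value + 1), in CPM, of the 34 interferon-stimulated genes (left) and of 28 genes of lipid and drug metabolism (right) in each liver, with 1 point per gene, a line per gene and a bar at the median. The bar of the interferon-stimulated genes is at 5.62 in old replicate 1 and at 1.61 in old replicate 2.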

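The values of NR1H2 were 4.30 and 4.56 CPM in the young livers (395 reads in each library) and 15.6 and 14.9 in the old livers (961 and 1070 reads), so the groups were separated by more than the spread within them. On log2(value + 1) the fold change was 1.58 (standard error 0.11, adjusted p = 0.213, limma), and it ranged from 1.55 to 1.62 with 1 library left out. The exact test of edgeR on the recovered reads gave 1.98 with an adjusted p-value of 0.0825.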

The *NR1H2* encoding liver X receptor (LXR)-*β* was found to be universally expressed (Kalaany & Mangelsdorf, 2006), and the variation within the *NR1H2* gene may facilitate the development of type 2 diabetes (Ketterer et al., 2011). Moreover, the genetic variability at *NR1H2* may contribute to an increased risk of Alzheimer’s disease (Adighibe et al., 2006), and the preeclampsia was associated with a polymorphism in *NR1H2* (Mouzat et al., 2011).

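Of a list of 47 genes of lipid and drug metabolism, 28 had an identifier in the mRNA table, and 22 of them were lower and 6 higher on average in old livers. The median log2 fold change was -0.50 (p = 0.00387, camera test of limma with a preset correlation; p = 0.241 with fry and p = 0.358 with an estimated correlation). After rescaling by the median ratio it was -0.33, so its size depended on the scaling. As deposited, the median log2 fold change of all mRNAs with a mean of at least 1 was -0.15, and the list is to be read against that shift. The median of log2(value + 1) was 5.06 and 5.00 in the young livers, 3.34 in old replicate 1 and 4.74 in old replicate 2. In old replicate 1, 22 of the 28 genes were below both young livers and 2 above, and in old replicate 2, 11 were below and 8 above, where the order of 3 values alone would put 33.3% below. Without old replicate 1 the median log2 fold change was -0.20, without old replicate 2 it was -0.997 and without young replicate 1 it was -0.81. In limma, none of the 28 genes had an adjusted p-value under 0.05 over all mRNAs tested or adjusted over the list alone. An unadjusted p-value under 0.05 was reached by 8 genes in limma. The list was not drawn from GO terms. It holds ELOVL2, CYP1A1 and ENPP3, which the paper names as lower in old livers, so it is not independent of the paper's result.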

The down-regulated genes were mainly related to diphosphatase activity, signaling pathway, and metabolic processes, such as phosphodiesterase I activity (GO:0004528), nucleotide diphosphatase activity (GO:0004551), regulation of nodal signaling pathway (GO:1900107), ethanol metabolic process (GO:0006067), and lipid metabolic processes (GO:00066295) (Fig. 3C, Data S4). 

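ELOVL2 (ENSSSCG00000001045) had 6.94 and 16.6 CPM in the young livers (637 and 1441 reads) and 1.61 and 0.306 in the old livers (99 and 22 reads). Its log2 fold change was -2.68 (standard error 0.61, adjusted p = 0.247, limma) and lay between -3.26 and -2.10 with 1 library left out. In the exact test of edgeR it was -3.44 with an adjusted p-value of 0.0132.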

The ELOVL fatty acid elongase 2 gene (*ELOVL2*, ENSSSCG00000001045) was found to be closely related to lipid metabolic processes (Data S4), and was found to be significantly down-regulated (log FC = −3.306051731) (Data S3). A previous study has reported *ELOVL2* as a highly expressed gene in the liver that was closely related to the elongation process of PUFAs with 22 carbons to produce 24-carbon precursors for DHA and DPAn-6 formation, indicating that it was essential for lipid homeostasis (Pauter et al., 2014). In addition, in testis, the ELOVL2 can also control the level of n-6 28:5 and 30:5 fatty acids, which had been identified as indispensable for normal sperm formation and fertility in male mice (Zadravec et al., 2011).

### Differentially expressed noncoding RNA during liver aging

To detect the expression profiling of age-related lncRNA, the identified lncRNAs were screened out during porcine liver aging. Here, 19 lncRNAs were identified as differentially expressed lncRNAs (DELs) in the aging of porcine liver. Seventeen out of these 19 lncRNAs presented up-regulation, and two exhibited down-regulation (Fig. 3B, Data S3). Additionally, GO analysis was performed to investigate the target genes of DELs bearing biological functions. 

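None of 3228 lncRNAs tested with limma passed the thresholds, with a smallest adjusted p-value of 0.181, and 120 were higher and 118 lower at an unadjusted p-value under 0.05. The exact test of edgeR on the recovered reads of lncRNAs called 25, of which 23 were higher and 2 lower in old livers, and the quasi-likelihood test called none (700 higher and 43 lower at an unadjusted p-value under 0.05). Without old replicate 1, 5 of the 23 higher calls had a log2 fold change of 1 or less. MSTRG.195678 was listed at 0 in both young livers and at 3.20 and 3.06 CPM in the old livers, at least 90.4-fold higher than the limit of 3 reads in the young livers. MSTRG.115794 rose from 1.60 and 1.38 to 16.9 and 14.2. Of the lower lncRNAs, MSTRG.171846 fell from 11.0 and 10.2 to 1.35 and 1.10 and MSTRG.143750 from 14.2 and 13.9 to 3.28 and 3.27. The adjusted p-value of limma was 0.181 for each of these 4 lncRNAs. In the exact test of edgeR, the adjusted p-values of MSTRG.195678, MSTRG.115794, MSTRG.171846 and MSTRG.143750 were 0.0202, 0.0814, 0.215 and 0.632. Among these lncRNAs, only MSTRG.195678 was thus called by that test.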

The results showed that the target genes of up-regulated lncRNAs were significantly enriched for the immune response, signaling pathway, and protein transport, such as positive regulation of type I interferon production (GO:0032481), defense response to virus (GO:0051607), positive regulation of NF-kappaB transcription factor activity (GO:0051092), response to virus (GO:0009615), positive regulation of RIG-I signaling pathway (GO:1900246), epoxygenase P450 pathway (GO:0019373), and SMAD protein import into nuclei (GO:0007184) (Fig. 3D, Data S5). Moreover, the target genes of down-regulated lncRNAs were significantly related to oxidation–reduction processes, metabolic processes, diphosphatase activity, iron ion and heme binding, and transport processes, such as oxidation–reduction process (GO:0055114), oxidoreductase activity (GO:0016491), metabolic process (GO:0008152), phosphodiesterase I activity (GO:0004528), nucleotide diphosphatase activity (GO:0004551), iron ion binding (GO:0005506), heme binding (GO:0020037), lipid transport (GO:0006869), and both bile acid and bile salt transport (GO:0015721) (Fig. 3D, Data S5).

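MSTRG.85782 lies on chromosome 16 of Sscrofa10.2 from 78321866 to 78324303. It was listed at 0 in both young livers and at 8.29 and 1.11 CPM in old replicates 1 and 2 (510 and 80 reads), on average at least 136-fold higher than 3 reads in the young libraries allow. MSTRG.177174, on chromosome 8 from 128044340 to 128130437, was also at 0 in both young livers and at 0.601 and 2.66 in the old livers (37 and 191 reads), at least 47.0-fold higher. MSTRG.205482, on the scaffold GL896383.1 from 3881 to 4813, fell from 62.5 and 93.9 to 5.09 and 12.0, a log2 fold change of -3.12 (standard error 0.51, adjusted p = 0.228, limma). In the exact test of edgeR, the adjusted p-values of MSTRG.85782, MSTRG.177174 and MSTRG.205482 were 0.00699, 0.0814 and 0.156. For the first 2 of these lncRNAs, a single old liver held most of the reads, and the log2(value + 1) fold change of MSTRG.85782 was 1.08 without old replicate 1 and 3.22 without old replicate 2, and that of MSTRG.177174 was 1.87 and 0.68.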

To investigate the co-regulated relationships of lncRNA-mRNA during liver aging, the DELs and their predicted target genes were screened, and three significantly up-regulated lncRNAs (*MSTRG.58269*, *MSTRG.85782*, and *MSTRG.177174*; logFC >9.0) as well as one down-regulated lncRNA (*MSTRG.205482*; logFC <-2.0) were found. 

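SARDH (ENSSSCG00000005740), a predicted target of MSTRG.177174, rose from 2.79 and 2.78 CPM to 6.97 and 21.2 (adjusted p = 0.314, limma), and its log2 fold change was 2.55 without old replicate 1 and 1.07 without old replicate 2. CYP1A1 (ENSSSCG00000001906), a predicted target of MSTRG.205482, fell from 218 and 415 to 28.3 and 32.2 (log2 fold change -3.27, standard error 0.38, adjusted p = 0.213, limma). ENPP3 (ENSSSCG00000004194) fell from 8.95 and 31.4 to 1.20 and 1.10 (adjusted p = 0.247, limma), and the symbol table names another identifier ENPP3, ENSSSCG00000025992, which also fell, from 3.60 and 10.2 to 0.146 and 0.585. In the exact test of edgeR, the adjusted p-values of SARDH, CYP1A1 and ENPP3 (ENSSSCG00000004194) were 0.0385, 0.000834 and 0.000452. In its quasi-likelihood test the adjusted p-value was 0.276 for each. With 4 livers, no correlation between a lncRNA and its target was computed.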

Several of their target genes were differentially expressed during liver aging (Table 1). Here, *MSTRG.58269* was found to have biggest change in expression (logFC = 9.880537444), and its target genes *DMBX1* (enriched for DNA binding) and *GUCA1A* (enriched for Calcium sensitive guanylate cyclase activator activity) were both up-regulated in response to liver aging. Furthermore, most of the target genes of *MSTRG.85782* were up-regulated during liver aging, and these genes were significantly enriched for immune response, such as *IRG6* and *ISG15* (enriched for the defense response to virus), *S1PR3* (regulation of interleukin-1 beta production), and *IRG6* (negative regulation of viral genome replication). In addition, the target genes of *MSTRG.205482* were down-regulated in response to liver aging, and were significantly enriched for metabolic process, such as *LIPK* (related to lipid metabolic process), *SULT1B1* (related to flavonoid metabolic process), and *TLR4* (related to lipopolysaccharide receptor activity) (Table 1).

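MSTRG.58269, on chromosome 14 of Sscrofa10.2 from 1728768 to 1736002, was listed at 0 in both young livers and at 6.05 and 0.696 CPM in old replicates 1 and 2 (372 and 50 reads), at least 97.2-fold higher on average. Without old replicate 1 its log2(value + 1) fold change was 0.76 and without old replicate 2 it was 2.82. DMBX1 was also at 0 in both young livers, and at 4.18 and 0.167 in the old livers (257 and 12 reads), at least 62.7-fold higher. GUCA1A was above 0 in old replicate 1 alone, at 35.0 (2154 reads), and in the 3 other livers it was listed at 0. Most of the rise of these 3 features came from old replicate 1, and without it the log2(value + 1) fold change was 0.22 for DMBX1 and 0 for GUCA1A.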

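ISG15 (ENSSSCG00000027982) had 1.023 and 11.2 CPM in the young livers, 5870 in old replicate 1 (361257 reads) and 10.4 in old replicate 2. IRG6 (ENSSSCG00000008648), which the symbol table names RSAD2, had 0.664 and 1.54 in the young livers, 618 in old replicate 1 and 2.28 in old replicate 2. S1PR3 (ENSSSCG00000009580) had 0.152 and 0 in the young livers and 3.35 and 0.487 in the old livers. Without old replicate 1 the log2(value + 1) fold changes of the 3 genes were 1.20, 0.68 and 0.47, and without old replicate 2 they were 10.2, 8.23 and 2.02. In old replicate 2, ISG15 lay within the range of the young livers. The adjusted p-values of limma were 0.550 for ISG15, 0.563 for IRG6 and 0.452 for S1PR3. In the exact test of edgeR, the adjusted p-values of ISG15, IRG6 and S1PR3 were 0.00236, 0.000796 and 0.0885.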

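LIPK (ENSSSCG00000010442) fell from 2.61 and 3.52 CPM (240 and 305 reads) to 0.016 and 0.014 (1 read in each old liver), at least 62.9-fold lower. SULT1B1 (ENSSSCG00000027194) fell from 5.77 and 11.9 to 0.78 and 0.807, a log2 fold change of -2.38 (standard error 0.38, adjusted p = 0.216, limma). TLR4 (ENSSSCG00000024231) had 0.621 and 1.27 in the young livers (57 and 110 reads) and was listed at 0 in both old livers, at least 19.4-fold lower. Both old livers were below both young livers for each of the 3 genes, and leaving out any library kept the direction. In the exact test of edgeR, the adjusted p-values of LIPK, SULT1B1 and TLR4 were 1.06e-05, 0.00265 and 0.0149. In its quasi-likelihood test the adjusted p-value was 0.276 for each.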

**Table 1:** Gene Ontology annotations of differentially expressed lncRNA and their differentially expressed targets in OYL.

lncRNA	Targets (corrected *p*-value)	Pearson correlation	Adjusted *p*-value	Gene Ontoloty annotations
OYL				
MSTRG.58269 ↑	DMBX1 (ENSSSCG00000003900) ↑	0.955329954	5.67E−07	DNA binding
	GUCA1A (ENSSSCG00000001636) ↑	0.949969984	3.66E−06	Calcium sensitive guanylate cyclase activator activity
	IRG6 (ENSSSCG00000008648) ↑	0.925610513	0.001682339	Defense response to virus
MSTRG.85782 ↑	ISG15 (ENSSSCG00000027982) ↑	0.944967314	1.69E−05	Defense response to virus
	S1PR3 (ENSSSCG00000009580) ↑	0.926961232	0.001284965	Regulation of interleukin-1 beta production
	IRG6 (ENSSSCG00000008648) ↑	0.921249274	0.003855634	Negative regulation of viral genome replication
MSTRG.177174 ↑	SARDH (ENSSSCG00000005740) ↑	0.949551978	4.19E−06	Oxidation–reduction process
MSTRG.205482 ↓	CYP1A1 (ENSSSCG00000001906) ↓	0.993093224	1.40E−23	Hydrogen peroxide biosynthetic process
	LIPK (ENSSSCG00000010442) ↓	0.990169559	5.79E−20	Lipid metabolic process
	SULT1B1 (ENSSSCG00000027194) ↓	0.985193868	4.78E−16	Flavonoid metabolic process
	TLR4 (ENSSSCG00000024231) ↓	0.949426725	4.36E−06	Lipopolysaccharide receptor activity
	ENPP3 (ENSSSCG00000004194) ↓	0.94060909	5.60E−05	Nucleotide diphosphatase activity

**Notes.**

Abbreviations OYL old liver vs. young liver ↑ Up-regulated ↓ Down-regulated

A total of 26 differentially expressed miRNAs (DEMs) were identified in OYL, of which 14 were up-regulated and 12 were down-regulated (Fig. S1A, Data S3). Moreover, 103 differentially expressed circRNAs (DECs)were identified in OYL, of which 81 were up-regulated and 22 were down-regulated (Fig. S1B, Data S3). 

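No miRNA among 867 tested passed the thresholds in limma, where the smallest adjusted p-value was 0.0980, and 72 were higher and 31 lower in old livers at an unadjusted p-value under 0.05. With a mean-variance trend in limma, 4 were higher and 3 lower past the thresholds. The exact test of edgeR on the recovered reads called 32, of which 20 were higher and 12 lower, and its quasi-likelihood test called none (57 higher and 42 lower at an unadjusted p-value under 0.05). The split of the unadjusted calls depended on the scaling, being 70 higher and 58 lower after rescaling by the median ratio and 59 and 61 after quantile normalization. All 20 higher calls of the exact test kept a log2 fold change above 1 with any library left out, and of the 12 lower calls 2 had an absolute log2 fold change of 1 or less without young replicate 1. Among single miRNAs, the predicted miRNA 15_12033 rose from 1.33 and 0 (1 and 0 reads) to 18.2 and 36.9 (16 and 31 reads), at least 6.88-fold higher. The predicted miRNA 6_24975 fell from 62.7 and 53.9 to 2.27 and 4.76 and 5_21377 from 435 and 170 to 11.4 and 22.6.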

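Of 1866 circRNAs above 0 in at least 2 libraries, 672 were higher and 45 lower in old livers. This was at an unadjusted p-value under 0.05 and an absolute log2 fold change above 1. None passed after Benjamini-Hochberg adjustment in this fit of limma, where the smallest adjusted p-value was 0.0900. It was 0.0170 with a pseudocount 10 times smaller, 0.0285 after rescaling by the median ratio and 0.00258 with a mean-variance trend. In the other alternatives it was above 0.05. At the unadjusted threshold, 25 were higher and 20 lower with a pseudocount 10 times larger. It was 50 higher and 8 lower among circRNAs with a mean of at least 1, and 147 higher and 53 lower after quantile normalization. The median log2 fold change of all tested circRNAs was 1.016, and the single changes are to be read against that shift. Among circRNAs with a mean of at least 1 the median was -0.23. As examples, circRNA002054 was listed at 0 in both young livers and at normalized values of 5.73 and 7.48 in the old livers, at least 11.7-fold higher, and circRNA014046 at 0 and at 3.72 and 3.59, at least 6.46-fold higher. These bounds take a listed 0 as at most 3 reads and cover counting error alone. Of the circRNAs with about 10 to 19 junction reads in 1 young library, 83.5% were at 0 in the other. A listed 0 in the young livers therefore does not limit the level of a circRNA to 3 reads. In the other direction, circRNA010754 fell from 3.40 and 3.52 to 0 in both old livers and circRNA010932 from 3.59 and 3.89 to 0.429 and 0.449.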

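The normalized value of miR-206 (ssc-miR-206) was 4.00 and 3.85 in the young livers, which 3 and 4 recovered reads gave, and 79.6 and 295 in the old livers (70 and 248 reads). The log2(value + 1) fold change was 4.97 (standard error 0.75, adjusted p = 0.0980, limma), with both old livers above both young livers, and without old replicate 1 or old replicate 2 it was 5.91 or 4.03. In the exact test of edgeR it was 5.31 with an adjusted p-value of 7.93e-07. Other miRNAs on a list of muscle miRNAs moved less, with log2 fold changes of 3.58 for ssc-miR-1, 1.54 for ssc-miR-133b, 0.68 for ssc-miR-133a-3p and 0.06 for ssc-miR-499-5p. In limma, 0 of the 5 miRNAs of the list had an adjusted p-value under 0.05 among all miRNAs tested. With adjustment over the list alone there were 2, and 3 had an unadjusted p-value under 0.05.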

Here, the *miR-206* (logFC = 5.300862103) was identified to be significantly up-regulated in response to liver aging (Data S3). A previous study has shown that *miR-206* can regulate the glucokinase activity that knocked out the *miR-206* and produced the elevated glycogen content in the mice liver (Manjula et al., 2016). Moreover, it was found that *miR-206* represses the LXR-*α* activity and expression in hepatic cells (Vinod et al., 2014).

The circRNA as competitive endogenous RNA (ceRNA) regulate the function of miRNA acting as a ‘sponge’, thus it could regulate the expression of target genes. This indicates that circRNAs and their target miRNAs may exert a co-expression during liver aging (Li et al., 2015; Sanger et al., 1976). Here, the Pearson correlation coefficien was analyzed between circRNA and miRNA based on the expression levels of DECs and DEMs, and a co-expression network map was constructed (Dou et al., 2016). 

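With an r above 0.8 and a p-value under 0.05 over 4 animals, a pair passes only when r exceeds 0.950. No miRNA was called by limma, so the circRNAs and miRNAs called here gave 0 pairs. Of the 65 possible pairs of the 13 circRNAs and 5 miRNAs drawn in Fig. 4, 11 passed on the deposited values, or 16.9%. Of the 13 relationships drawn in Fig. 4, 6 passed and 7 did not. Those of GL893173.1_33471 that passed were with circRNA020420, circRNA020422 and circRNA020424, whose ends nearly coincide. All or nearly all reads of these circRNAs lay in old replicate 1, where the miRNA was also highest, so these pairs rest on that liver. For comparison, 4.49% of the 1617822 pairs of any circRNA and miRNA above 0 in at least 2 libraries passed. Of 30000 simulated pairs, which combined normal values drawn independently, 2.64% passed. That rate follows from the rule, and the simulated values lack the zeros of circRNAs, so it gives no expected rate for them. Among the 717 circRNAs and the 32 miRNAs called by edgeR's exact test, both chosen for a difference between the same 4 animals, 5565 of 22944 pairs passed (24.3%). Prediction of binding sites with miRanda was not repeated.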

The network map included 5 miRNAs, 13 circRNAs, and 13 relationships (Fig. 4, Data S6). In this network, 11 circRNAs associated with three miRNAs were found to be synchronously up-regulated. However, two circRNAs associated with two miRNAs were found to be synchronously down-regulated. In addition, seven circRNAs with GL893173.1_33471 (novel miRNA) presented most relationships, while *circRNA003190* and *circRNA017214* showed single relationship with *miR-299* and *miR-210*, respectively (Fig. 4, Data S6).

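Of the 13 circRNAs of the network, 11 were listed at 0 in both young livers, and 9 of these were above 0 in both old livers. circRNA020420 and circRNA020424 were above 0 in old replicate 1 alone, at normalized values of 65.7 and 20.2, and circRNA020422 was at 174 there and at 1.05 in old replicate 2. The circRNAs circRNA020420, circRNA020421, circRNA020422 and circRNA020424 lie on the minus strand of chromosome 7 of Sscrofa10.2 with starts within 6 bases of 122933675 and ends within 51 bases of 122963761. The lower circRNAs were circRNA004783, at 3.40 and 1.48 in the young livers and 0 in the old livers, and circRNA005502, which fell from 8.49 and 8.34 to 0.573 and 1.20. ssc-miR-574 rose from 1182 and 754 to 3210 and 4213 and the predicted miRNA 10_3019 fell from 162.8 and 48.1 to 17.1 and 4.76.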

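GL893173.1_33471 had normalized values of 4.00 and 3.85 in the young livers (3 and 4 reads) and of 89.8 and 17.8 in the old livers (79 and 15 reads), and without old replicate 1 its log2 fold change fell from 3.07 to 1.94. Its adjusted p-value was 0.263 in limma and 0.0339 in the exact test of edgeR. Of its 7 circRNAs, circRNA020617 was at 4.29 and 2.99 in the old livers, circRNA000168 at 3.29 and 2.54 and circRNA012363 at 3.01 and 1.65, each at 0 in the young livers. ssc-miR-299 rose from 10.7 and 13.5 to 199 and 32.1, and without old replicate 1 its log2 fold change fell from 2.65 to 1.35. ssc-miR-210 fell from 448 and 192 to 87.6 and 113. circRNA003190 and circRNA017214 were at 0 in both young livers. With that 0 taken as at most 3 reads they were at least 5.06-fold and 4.32-fold higher, bounds that cover counting error alone. The listed values of circRNA017214 and ssc-miR-210 thus went in opposite directions.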

**Figure 4:**
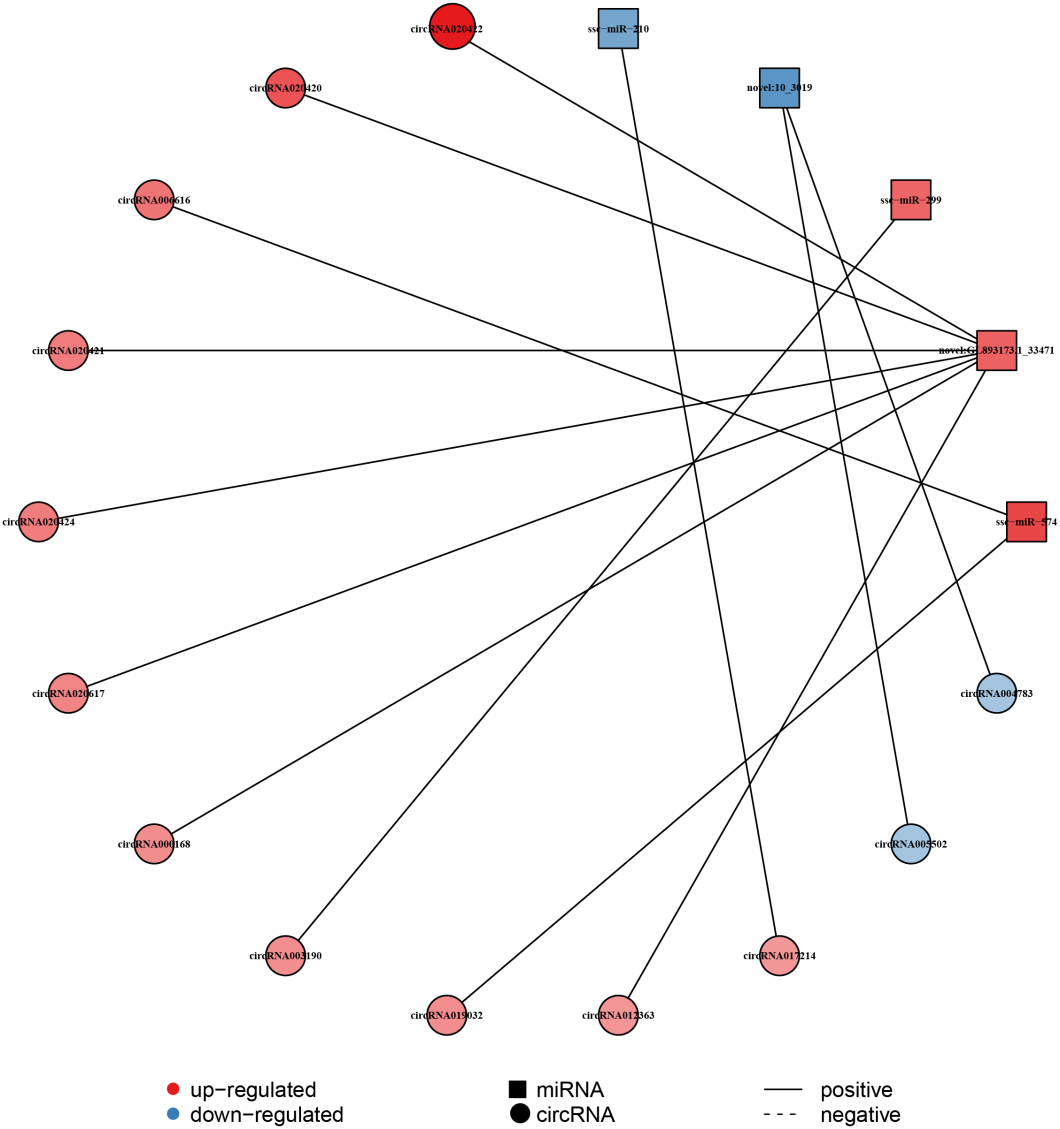
Construction of the circRNA-miRNA co-expression network in the liver. The Pearson’s correlation coefficient analysis was performed between the differentially expressed circRNAs and miRNAs. *r* > 0.8 and *p*-value < 0.05 were considered relevant for the network construction between a circRNA and a miRNA. Red color and blue color represent up and down regulation, respectively. The black solid line represents a positive correlation.

### The expression of genes validated by q-PCR

q-PCR was performed to verify the RNA-seq results. A certain number of genes were chosen that were found to play a significant role in specific diseases or in vital biology functions. Moreover, several DEGs were randomly selected to conduct q-PCR to determine the expression levels of these gene in the four samples (two 180-days pigs and two 8-years pigs). Selected genes were composed of two mRNAs (*ELOVL2* and *NR1H2*), two lncRNAs (*MSTRG*.6003 and *MSTRG.205482*), two miRNAs *(miR-210* and *miR-299*), and two circRNAs (*circRNA005502* and *circRNA015222*) (Fig. S2). The results showed that the expression patterns were highly consistent between the two methods (*r* = 0.887581, *p* = 0.003259) (Fig. S2).In this study, the q-PCR results affirmed the high reproducibility and reliability of the gene expression profiling from RNA-seq results. The primer pairs used here are listed in Table S3.

## Discussion

In this study, we described changes of comprehensive transcriptome profiling in porcine liver during aging and a large number of mRNAs, lncRNAs, and miRNAs were found expressed in both young and old livers. However, ∼16.9% of cirRNAs were found expressed in both young and old livers, which suggests that the expression of circRNA showed a strong stage-specific pattern during aging. This may indicate that the circRNA not only regulates gene expression via competitive binding of miRNAs as ceRNAs, but is also involved in many vital roles during liver aging in mammals. 

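Any 2 of the 4 RNA-seq libraries shared few circRNAs, whether of the same age or not. The young livers shared 263 of the 1919 circRNAs found in either (13.7%) and the old livers 1410 of 5521 (25.5%). Pairs of 1 young and 1 old liver shared from 10.2% to 16.7%, and young replicate 1 shared more circRNAs with either old liver (16.7% and 14.7%) than with young replicate 2. Of the circRNAs with about 10 to 19 junction reads in 1 young library, 588 of 704 were at 0 in the other young library (83.5%, 95% Wilson interval 80.6 to 86.1), against 150 of 698 in the old livers (21.5%, 18.6 to 24.7). Corresponding shares were 25.7% and 8.28% for mRNAs, 35.7% and 17.8% for lncRNAs and 0% and 5.77% for miRNAs, where 0 of 158 allows a share of up to 2.37%. These shares join both directions. Of the lncRNAs with 10 to 19 reads in young replicate 1, 49.4% were at 0 in young replicate 2, and 17.4% the other way. The most frequent number of junction reads per circRNA was 5 and 13 in the young libraries and 2 in both old libraries. From the low share detected at both ages, the paper proposes that circRNA expression is strongly specific to the stage of aging.

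**Figure D3:**
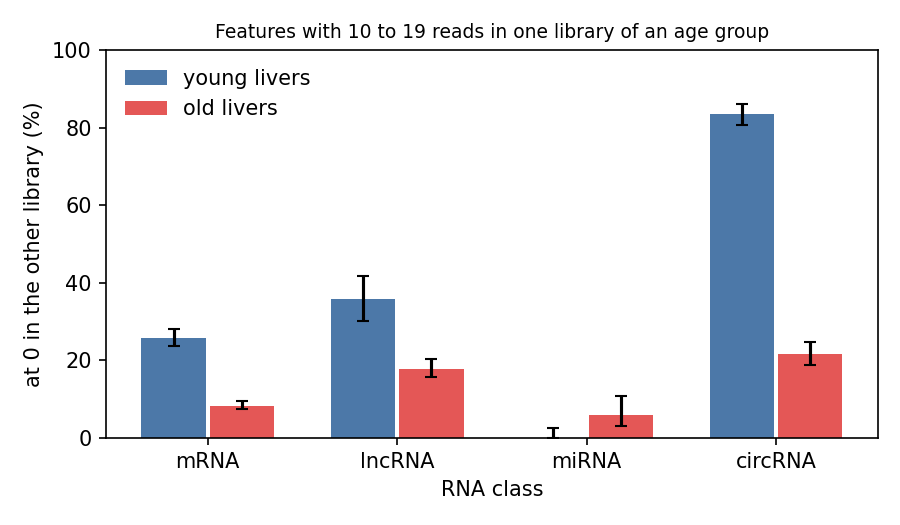
Share of the features with 10 to 19 reads in 1 library of an age group that were at 0 in its other library, by RNA class, over both directions; error bars are 95% Wilson intervals. The share for circRNAs was 83.5% in young livers and 21.5% in old livers.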

Previous studies showed that circRNAs could translate to proteins and play significant roles in the inhibition of cancer development or biological functions (Yun et al., 2017; Zhang et al., 2018). This study presented that young and old individuals were separately grouped via Euclidean matrix plots on the basis of mRNA and lncRNA transcripts, and an identical result was observed on the basis of miRNA. This is in accordance with the result of the porcine skeletal and cardiac muscle aging described in a previous study by our group (Chen et al., 2018). These results suggest that gene expression patterns were age-dependent in liver, skeletal, and cardiac muscles. PCA showed a higher degree of variance between young livers compared to old livers based on mRNA and lncRNA transcripts. However, the PCA based on miRNA transcripts showed the opposite result i.e., a higher degree of variance between old livers compared to young livers. A previous study showed that approximately half of the total gene expression changes observed from newborns to age of 40 occurred within the first year of life in the aging process of human brain (Somel et al., 2009). Moreover, it has been reported that the miRNA expression in the frontal cortex appeared to be less affected by aging (Persengiev et al., 2011). This indicates that changes of mRNA and lncRNA expression during the liver aging process may occur earlier than those of miRNA, and aging affects the expression of miRNA relatively less in the liver.

Previous research has shown that age-related genes were involved in immune response, metabolic processes, cell activation, and RNA modification during liver aging in mice (White et al., 2015), and similar results were found in this study. Here, many age-related genes were identified during porcine liver aging. GO analysis showed that the up-regulated genes were mainly enriched for immune response, which indicates that the liver is more easily infected by viruses with age, and the risks for various liver diseases also increased with age (Kim, Kisseleva & Brenner, 2015). However, down-regulated genes were mainly involved in metabolism, which may be related to the steady decline of the metabolic ability of the liver (the largest metabolic organ) in response to age. Here, the *ELOVL2* gene was found to be significantly down-regulated during porcine liver aging, and it was significantly enriched for the lipid metabolic process. More importantly, previous studies have found that the DNA methylation of the *ELOVL2* gene correlated strongly with age in human liver (Bacalini et al., 2018; Bysani et al., 2016). In addition, the *ELOVL2* gene also has been found to undergo age-associated hypermethylation on the CpG island in other tissues (Bacalini et al., 2018), and displays the widest methylation range in response to age in whole blood and white blood cells (Bysani et al., 2016). These results suggest that the reason why the *ELOVL2* gene was down-regulated may be closely related to the declining metabolic ability of the liver with age. Furthermore, the hypermethylation of the CpG island of the *ELOVL2* gene may contribute to regulating the *ELVOL2* expression in liver aging. Therefore, the *ELOVL2* gene may be an important biomarker during liver aging in humans and big mammals. Moreover, the results of this study suggest that several aging-related gene changes may be related to a decline or alteration of the overall function of liver organs. This is a reasonable suggestion based on the obtained results. However, no direct evidence exists that there is a direct relationship between both; therefore, this need further extensive functional validations.

Moreover, the nuclear receptor subfamily 1 group H member 3 (NR1H3, ENSSSCG00000013241), encoding LXR-*α*, has been reported to be highly expressed in four samples, and it has been reported that the LXR-*α* activity and its expression could be repressed by *miR-206* in hepatic cells (Vinod et al., 2014). 

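NR1H3 had 64.7 and 93.6 CPM in the young livers and 74.8 and 83.6 in the old livers. Its log2 fold change was 0.02 (standard error 0.24, adjusted p = 0.976, limma), and with 1 library left out it ranged from -0.24, without young replicate 1, to 0.29, without young replicate 2, so no difference between the age groups was detectable.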

More importantly, a previous study has shown that LXRs as lipid-dependent regulators of inflammatory gene expression may serve to link the lipid metabolism and immune functions in macrophages (Joseph et al., 2003). Interestingly, *miR-206* was also identified to be up-regulated during porcine liver aging, and several up-regulated genes were also enriched for the immune response in this study. Consequently, this indicates a contribution why the *NR1H3* was not increased like the *NR1H2* during porcine liver aging. In addition, the gene *NR1H2* was identified to be up-regulated in the liver with increasing age, and the *NR1H2* encodes LXR-*β*, which is universally expressed (Kalaany & Mangelsdorf, 2006). A deficient glucose-dependent insulin secretion and an enhanced lipid accumulation have been reported in LXR-*β* knockout mice (Gerin et al., 2005). Furthermore, the variation within the *NR1H2* gene may facilitate the development of type 2 diabetes (Ketterer et al., 2011). It has been reported that pigs have a genomic structure, as well as physiological and biochemical features that are similar to those of humans (Welsh et al., 2009); however, pigs cannot develop type 2 diabetes. The obtained results indicate that the increased *NR1H2* expression in the aging liver may be one of the key effects involved in the resistance to the development of type 2 diabetes.

In this study, the research animal is the Yanan pig, which has been continuously raised from long ago in the hilly regions of the Sichuan Province. During the last two decades, the production of The Yanan pig has been reduced due to its poor carcass composition and growth performance compared to the white pigs and thus it is believed that the Yanan pig is an endangered pig breed (Jiang et al., 2012). For this reason, since 2014, the Yanan pig has been included in the National Program for Farm Animal Resources (Yan et al., 2018). Until now, only approximately 100 Yanan pigs have been protected in the conservation farm. Here, 180 days and 8 years were selected as the two time points to investigate liver aging, and the investigated sows were healthy and normally growing pigs. The two 180-day-old sows had not previously given birth, while the two 8-year-old sows were in the depleted stage of production performance after many years of giving birth and were eliminated; this enabled the inclusion of two 8-years sows in this research. Although this research offers a meaningful reference for the study of the liver aging process between 14 and 50 years of age in humans, the aging process of the porcine liver needs to be studied at a much older age as it has been shown that the aging rate of the human liver accelerates above the age of 50 (Kudryavtsev et al., 1993). However, 8-years old sows were the oldest available pigs because older sows have been eliminated before due to their depleted production performance. In addition, the Yanan pig is a very treasured pig breed and their population size is very small, which further limited the selection of a higher number of samples in each group for the study of the senescence of pig liver, especially for 8-year-old sows.

## Conclusions

Aging is a key factor for the development of a large number of diseases, and it can significantly influence the most important metabolic organ the ‘liver’. Here, RNA-seq was conducted to determine the expression profiles of mRNA, lncRNAs, miRNAs, and circRNAs. Gene function enrichment analysis showed that up-regulated and down-regulated genes were mainly involved in immune response and metabolism, respectively. A certain number of lncRNAs and their target genes were both observed to be differentially expressed during liver aging. circRNA-miRNA co-expression networks were constructed during liver aging. The obtained findings contribute to the understanding of the transcriptional basis of liver aging and also provide further references for the understanding of human liver aging at the molecular level.

##  Supplemental Information

10.7717/peerj.6949/supp-1 Supplemental Information 1 Supplemental Files The contents of this file includes: **Figure S1:** Differentially expressed miRNAs and circRNAs during aging. The q-value ¡ 0.05 and fold change ¿2 were taken to identify differentially expressed mRNA and lncRNAs in OYL. (A) Differentially expressed miRNAs in OYL. (B) Differentially expressed circRNAs in OYL. OYL, old liver vs. young liver; Red dots and blue dots represent, respectively, up-regulated and down-regulated mRNAs during aging. FDR, false discovery rate; FC, fold change. **Figure S2:** RNA-seq validation. q-PCR validation of 2 DEGs, 2 DELs, 2 DEMs and 2 DECs. The q-PCR value is plotted as the mean (OL, n=2, YL, n=2) log2FoldChange(OL/YL). DEGs, differentially expressed mRNAs; DELs, differentially expressed lncRNAs; DEMs, differentially expressed miRNAs; DECs, differentially expressed circRNAs; YL, young liver; OL, old liver. **Table S1:** Obtained clean data for RNA sequencing. **Table S2**: Obtained clean data for small RNA sequencing. **Table S3:** Primer sequences for q-PCR. **Dataset S1:** Identified mRNA, lncRNA, miRNA and circRNA in four tissues. **Dataset S2:** The identified mRNA, lncRNA, miRNA and circRNA were only expressed in young or old livers. **Dataset S3:** The differentially expressed mRNA, lncRNA, miRNA and circRNA during liver aging. Dataset S4: GO analysis of differentially expressed mRNA, lncRNA, miRNA and circRNA during liver aging. **Dataset S5:**GO analysis for targets of differentially expressed lncRNA during liver aging. (Dataset S5) **Dataset S6:** Raw data used to draw the co-expression network (Fig. 4) Click here for additional data file.

## References

[ref-1] Adighibe O, Arepalli S, Duckworth J, Hardy J, Vrièze WD (2006). Genetic variability at the LXR gene (NR1H2) may contribute to the risk of Alzheimer’s disease. Neurobiology of Aging.

[ref-2] Amarapurkar D, Kamani P, Patel N, Gupte P, Kumar P, Agal S, Baijal R, Lala S, Chaudhary D, Deshpande A (2007). Prevalence of non-alcoholic fatty liver disease: population based study. Annals of Hepatology.

[ref-3] Bacalini MG, Franceschi C, Gentilini D, Ravaioli F, Zhou X, Remondini D, Pirazzini C, Giuliani C, Marasco E, Gensous N (2018). Molecular aging of human liver: an epigenetic/transcriptomic signature. Journals of Gerontology.

[ref-4] Bertolotti M, Lonardo A, Mussi C, Baldelli E, Pellegrini E, Ballestri S, Romagnoli D, Loria P (2014). Nonalcoholic fatty liver disease and aging: epidemiology to management. World Journal of Gastroenterology.

[ref-5] Betel D, Wilson M, Gabow A, Marks DS, Sander C (2008). The microRNA.org resource: targets and expression. Nucleic Acids Research.

[ref-6] Bysani M, Perfilyev A, De Mello VD, Rönn T, Nilsson E, Pihlajamäki J, Ling C (2016). Epigenetic alterations in blood mirror age-associated DNA methylation and gene expression changes in human liver. Epigenomics.

[ref-7] Capri M, Olivieri F, Lanzarini C, Remondini D, Borelli V, Lazzarini R, Graciotti L, Albertini MC, Bellavista E, Santoro A (2017). Identification of miR-31-5p, miR-141-3p, miR-200c-3p, and GLT1 as human liver aging markers sensitive to donor-recipient age-mismatch in transplants. Aging Cell.

[ref-8] Chen G, Wang Z, Wang D, Qiu C, Liu M, Chen X, Zhang Q, Yan G, Cui Q (2013). LncRNADisease: a database for long-non-coding RNA-associated diseases. Nucleic Acids Research.

[ref-9] Chen J, Zou Q, Lv D, Wei Y, Raza MA, Chen Y, Li P, Xi X, Xu H, Wen A (2018). Comprehensive transcriptional landscape of porcine cardiac and skeletal muscles reveals differences of aging. Oncotarget.

[ref-10] Chen LL, Yang L (2015). Regulation of circRNA biogenesis. RNA Biology.

[ref-11] Dou C, Cao Z, Yang B, Ding N, Hou T, Luo F, Kang F, Li J, Yang X, Jiang H (2016). Changing expression profiles of lncRNAs, mRNAs, circRNAs and miRNAs during osteoclastogenesis. Scientific Reports.

[ref-12] Eulalio A, Huntzinger E, Izaurralde E (2008). Getting to the root of miRNA-mediated gene silencing. Cell.

[ref-13] Feng X, Wang Z, Fillmore R, Xi Y (2014). MiR-200, a new star miRNA in human cancer. Cancer Letters.

[ref-14] Friedländer MR, Mackowiak SD, Li N, Chen W, Rajewsky N (2011). miRDeep2 accurately identifies known and hundreds of novel microRNA genes in seven animal clades. Nucleic Acids Research.

[ref-15] Gerin I, Dolinsky VW, Shackman JG, Kennedy RT, Chiang SH, Burant CF, Steffensen KR, Gustafsson J, Macdougald OA (2005). LXR *β* is required for adipocyte growth, glucose homeostasis, and *β* cell function. Journal Of Biological Chemistry.

[ref-16] Hansen KR, Knowlton NS, Thyer AC, Charleston JS, Soules MR, Klein NA (2008). A new model of reproductive aging: the decline in ovarian non-growing follicle number from birth to menopause. Human Reproduction.

[ref-17] Huse SM, Gruppuso PA, Boekelheide K, Sanders JA (2015). Patterns of gene expression and DNA methylation in human fetal and adult liver. BMC Genomics.

[ref-18] Jiang YZ, Zhu L, Li FQ, Li XW (2012). Carcass composition and meat quality of indigenous Yanan pigs of China. Genetics & Molecular Research.

[ref-19] Jones GF, Rothschild MF, Ruvinsky A (1998). Genetic aspects of domestication, common breeds and their origin.

[ref-20] Joseph SB, Castrillo A, Laffitte BA, Mangelsdorf DJ, Tontonoz P (2003). Reciprocal regulation of inflammation and lipid metabolism by liver X receptors. Nature Medicine.

[ref-21] Kalaany NY, Mangelsdorf DJ (2006). LXRS and FXR: the yin and yang of cholesterol and fat metabolism. Annual Review of Physiology.

[ref-22] Ketterer C, Müssig K, Machicao F, Stefan N, Fritsche A, Häring H-U, Staiger H (2011). Genetic variation within the NR1H2 gene encoding liver X receptor *β* associates with insulin secretion in subjects at increased risk for type 2 diabetes. Journal of Molecular Medicine.

[ref-23] Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biology.

[ref-24] Kim H, Kisseleva T, Brenner DA (2015). Aging and liver disease. Current Opinion in Gastroenterology.

[ref-25] Kitani K (1994). Aging and the liver: fucntional aspects. Archives of Gerontology & Geriatrics.

[ref-26] Kong L, Zhang Y, Ye Z-Q, Liu X-Q, Zhao S-Q, Wei L, Gao G (2007). CPC: assess the protein-coding potential of transcripts using sequence features and support vector machine. Nucleic Acids Research.

[ref-27] Kudryavtsev B, Kudryavtseva M, Sakuta G, Stein G (1993). Human hepatocyte polyploidization kinetics in the course of life cycle. Virchows Archiv B.

[ref-28] Kwekel JC, Desai VG, Moland CL, Branham WS, Fuscoe JC (2010). Age and sex dependent changes in liver gene expression during the life cycle of the rat. BMC Genomics.

[ref-29] Li J, Yang J, Zhou P, Le Y, Zhou C, Wang S, Xu D, Lin HK, Gong Z (2015). Circular RNAs in cancer: novel insights into origins, properties, functions and implications. American Journal of Cancer Research.

[ref-30] López-Otín C, Blasco MA, Partridge L, Serrano M, Kroemer G (2013). The hallmarks of aging. Cell.

[ref-31] Lukiw W (2013). Circular RNA (circRNA) in Alzheimer’s disease (AD). Frontiers in Genetics.

[ref-32] Lunney JK (2007). Advances in swine biomedical model genomics. International Journal of Biological Sciences.

[ref-33] Manjula V, Patankar JV, Vinay S, Saša F, Graier WF, Dagmar K, Kostner GM (2016). MiR-206 is expressed in pancreatic islets and regulates glucokinase activity. American Journal of Physiology Endocrinology & Metabolism.

[ref-34] Mercer TR, Dinger ME, Mattick JS (2009). Long non-coding RNAs: insights into functions. Nature Reviews Genetics.

[ref-35] Mouzat K, Mercier E, Polge A, Evrard A, Baron S, Balducchi JP, Brouillet JP, Lumbroso S, Gris JC (2011). A common polymorphism in NR1H2 (LXRbeta) is associated with preeclampsia. BMC Medical Genetics.

[ref-36] Patro R, Duggal G, Kingsford C (2015). Salmon: accurate, versatile and ultrafast quantification from RNA-seq data using lightweight-alignment. BioRxiv.

[ref-37] Pauter AM, Olsson P, Asadi A, Herslöf B, Csikasz RI, Zadravec D, Jacobsson A (2014). Elovl2 ablation demonstrates that systemic DHA is endogenously produced and is essential for lipid homeostasis in mice. Journal of Lipid Research.

[ref-38] Persengiev S, Kondova I, Otting N, Koeppen AH, Bontrop RE (2011). Genome-wide analysis of miRNA expression reveals a potential role for miR-144 in brain aging and spinocerebellar ataxia pathogenesis. Neurobiology of Aging.

[ref-39] Pertea M, Pertea GM, Antonescu CM, Chang T-C, Mendell JT, Salzberg SL (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nature Biotechnology.

[ref-40] Punta M, Coggill P, Eberhardt R, Mistry J, Tate J, Boursnell C, Pang N, Forslund K, Ceric G, Clements J (2012). The Pfam protein families database. Nucleic Acids Research.

[ref-41] Regev A, Schiff ER (2001). Liver disease in the elderly. Gastroenterology Clinics of North America.

[ref-42] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[ref-43] Rodwell GEJ, Sonu R, Zahn JM, Lund J, Wilhelmy J, Wang L, Xiao W, Mindrinos M, Crane E, Segal E (2002). A transcriptional profile of aging in the human kidney. PLOS Biology.

[ref-44] Sanger HL, Klotz G, Riesner D, Gross HJ, Kleinschmidt AK (1976). Viroids are single-stranded covalently closed circular RNA molecules existing as highly base-paired rod-like structures. Proceedings of the National Academy of Sciences of the United States of America.

[ref-45] Schmucker DL (1998). Aging and the liver: an update. Journals of Gerontology.

[ref-46] Sheedfar F, Biase SD, Koonen D, Vinciguerra M (2013). Liver diseases and aging: friends or foes?. Aging Cell.

[ref-47] Shima M, Hisakazu I, Kiyohito K, Kei N, Mitsuyoshi K, Hirohito Y, Hisaaki M, Joji T, Asahiro M, Takashi H (2014). Profile of microRNAs associated with aging in rat liver. International Journal Of Molecular Medicine.

[ref-48] Slawik M, Vidal-Puig AJ (2006). Lipotoxicity, overnutrition and energy metabolism in aging. Ageing Research Reviews.

[ref-49] Somel M, Franz H, Yan Z, Lorenc A, Guo S, Giger T, Kelso J, Nickel B, Dannemann M, Bahn S (2009). Transcriptional neoteny in the human brain. Proceedings of the National Academy of Sciences of the United States of America.

[ref-50] Vinod M, Chennamsetty I, Colin S, Belloy L, Paoli FD, Schaider H, Graier WF, Frank S, Kratky D, Staels B (2014). miR-206 controls LXR *α* expression and promotes LXR-mediated cholesterol efflux in macrophages. BBA—Molecular and Cell Biology of Lipids.

[ref-51] Welsh MJ, Rogers CS, Stoltz DA, Meyerholz DK, Prather RS (2009). Development of a porcine model of cystic fibrosis. Transactions of the American Clinical & Climatological Association.

[ref-52] Wernersson R, Schierup MH, Jørgensen FG, Gorodkin J, Panitz F, Stærfeldt H-H, Christensen OF, Mailund T, Hornshøj H, Klein A (2005). Pigs in sequence space: a 0.66 X coverage pig genome survey based on shotgun sequencing. BMC Genomics.

[ref-53] White RR, Milholland B, Macrae SL, Lin M, Zheng D, Vijg J (2015). Comprehensive transcriptional landscape of aging mouse liver. BMC Genomics.

[ref-54] Woodhouse KW, James OF (1990). Hepatic drug metabolism and ageing. British Medical Bulletin.

[ref-55] Wynne HA, Cope LH, Mutch E, Rawlins MD, Woodhouse KW, James OF (2010). The effect of age upon liver volume and apparent liver blood flow in healthy man. Hepatology.

[ref-56] Yan C, Yingying W, Jianning C, Daojun L, Peining L, Li Z, Guoqing T, Xuewei L, Yanzhi J (2018). Growth, carcass characteristics and meat quality of Chinese indigenous Yanan pig crossbred with Duroc and Berkshire genotypes. Animal Production Science.

[ref-57] Yun Y, Fan X, Mao M, Song X, Ping W, Yang Z, Jin Y, Yi Y, Chen LL, Yang W (2017). Extensive translation of circular RNAs driven by N6-methyladenosine. Cell Research.

[ref-58] Zadravec D, Tvrdik P, Guillou H, Haslam R, Kobayashi T, Napier JA, Capecchi MR, Jacobsson A (2011). ELOVL2 controls the level of n-6 28:5 and 30:5 fatty acids in testis, a prerequisite for male fertility and sperm maturation in mice. Journal of Lipid Research.

[ref-59] Zhang M, Huang N, Yang X, Luo J, Yan S, Xiao F, Chen W, Gao X, Zhao K, Zhou H (2018). A novel protein encoded by the circular form of the SHPRH gene suppresses glioma tumorigenesis. Oncogene.

[ref-60] Zhang X-O, Dong R, Zhang Y, Zhang J-L, Luo Z, Zhang J, Chen L-L, Yang L (2016). Diverse alternative back-splicing and alternative splicing landscape of circular RNAs. Genome Research.

[ref-61] Zhao Y, Alexandrov PN, Jaber V, Lukiw WJ (2016). Deficiency in the ubiquitin conjugating enzyme UBE2A in Alzheimer’s Disease (AD) is linked to deficits in a natural circular miRNA-7 sponge (circRNA; ciRS-7). Genes.

[ref-62] Zhu J, Chen C, Yang B, Guo Y, Ai H, Ren J, Peng Z, Tu Z, Yang X, Meng Q (2015). A systems genetics study of swine illustrates mechanisms underlying human phenotypic traits. BMC Genomics.

[ref-63] Zoli M, Magalotti D, Bianchi G, Gueli C, Orlandini C, Grimaldi M, Marchesini G (1999). Total and functional hepatic blood flow decrease in parallel with ageing. Age & Ageing.

How the deposited data were processed for this re-analysis (not part of the article)

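RNA-seq and small RNA-seq were performed on the livers of 2 young sows aged 180 days and 2 old sows aged 8 years, with 1 library of each kind per sow. Libraries were grouped by age, and no batch is named in their labels. The RNA-seq libraries give mRNAs, lncRNAs and circRNAs, and the small RNA-seq libraries give miRNAs.

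The CPM values of mRNAs and lncRNAs were made by the authors, who aligned clean reads to Sscrofa10.2 with TopHat2, assembled transcripts with StringTie and name the values TPM from Salmon. As deposited, at least 99.994% of the values above 0 in each library were a whole number of reads times 1 step per library, the same step for mRNAs and lncRNAs, so no gene length enters them. The signal values of miRNAs were made by the authors with mirdeep2 and scaled per library to a total that is not stated. The signal values of circRNAs were made by the authors with CIRCexplorer2 from at least 2 junction reads and scaled in a way that is not stated. Replicates were not pooled.

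The step of each library was found from the values, and whole reads were recovered by dividing by it. On simulated values with 1 step per library, 100% of the reads were found exactly, and on simulated values with a length per gene at most 54.9% of the values appeared whole. Whole reads were not claimed for circRNAs, whose reads are approximate and were used only for drawing down, for limits and for comparing libraries by number of reads. Depth per library is given with the data and methods of each experiment. A library with 3 reads or fewer of a feature was taken as at the limit of detection, and a fold change against a group at that limit is given as a bound. Such a bound covers counting error alone, and not features missed because few molecules entered a library.

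Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 with limma 3.58.1 and edgeR 4.0.16 were used. Differential expression was tested with limma on log2 values with a pseudocount of 1 (0.286 for circRNAs), over features above 0 in at least 2 libraries, with Benjamini-Hochberg adjustment. The thresholds were an adjusted p-value under 0.05, or an unadjusted one for circRNAs, and an absolute log2 fold change above 1. The exact test and the quasi-likelihood test of edgeR were run on whole reads. The tests were tried on simulated counts with 200 changed genes.

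Detection meant a value above 0 in at least 1 of the 2 libraries of an age group, and shares were given 95% Wilson intervals. Reads were drawn down at random to the smallest library 20 times, and circRNAs needed at least 2 junction reads after drawing down. Drawing down was tested on simulated equal groups of 4000 features at unequal depth, where the ratio of old-only to young-only features was 11.6 before and 0.999 after it. Profiles were compared with Pearson's and Spearman's coefficients across features and with principal components of log2(value + 1). Pairs of circRNAs and miRNAs were counted with the thresholds of the paper, an r above 0.8 and a p-value under 0.05 over the 4 animals.

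Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. The lists were interferon-stimulated genes, lipid and drug metabolism genes, skeletal muscle, muscle miRNAs, erythroid cells, erythroid miRNAs, macrophages, T and NK cells, B and plasma cells, hepatocytes, cholangiocytes, stellate cells and fibroblasts, and endothelial cells. Lists of immediate early genes and heat shock genes were added after values had been seen. Lists were joined by symbol, which 11654 of the 21607 mRNA identifiers have.

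Named features were those the paper names in its results, discussion, Table 1 or Fig. 4, and for each RNA class and direction the 2 with the smallest p-value among features with a mean of at least 1 and no overlap between the age groups. That rule, the tests with limma and of the gene lists, the thresholds for calls and the lists other than the added ones were set before the data were examined. Some alternatives and most tests of technical explanations were chosen after seeing the data. Alternatives covered the pseudocount, the filter, the scaling, the variance model, a replicate block, the test, the lowest value taken as detection and leaving out each library. GO enrichment, target prediction and q-PCR were not analysed here, and the base composition of transcripts was not used here.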

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

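All tests in this part were chosen only after the results were seen. Each result is a feature that the paper does not discuss, drawn out because its values in both old livers were far above those in both young livers.

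ENSSSCG00000007688 had a mean of 313 CPM in the old livers, with 29 and 0 reads in the young libraries. Library depth is argued against, because at the lower of the old values the young libraries would hold at least 26177 reads. A single old animal is argued against as well, because the lower of the old values was 302. ENSSSCG00000024080 had the opposite pattern, at 207 and 260 CPM in the young livers and 0 and 0.752 in the old livers. Reads of near-identical gene copies may have been assigned to ENSSSCG00000024080 in the young livers and to ENSSSCG00000007688 in the old livers. The sum of both genes was 207, 260, 324 and 303 CPM in young replicates 1 and 2 and old replicates 1 and 2, and its mean in old livers was 1.34 times that in young livers. Because no sequence of the genes was used here, this explanation and a change of each gene with age cannot be told apart. A difference in genotype between unrelated sows and a difference in age both stay open and were not tested.

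ENSSSCG00000028664 was listed at 0 in both young livers and had a mean of 8.89 CPM in the old livers, from 570 and 612 reads, which is at least 257-fold higher. Among the lncRNAs, MSTRG.195678 was at 0 in both young livers with a mean of 3.13 CPM in the old livers, and MSTRG.115794 rose to a mean of 15.6 CPM from 147 and 119 reads in the young libraries. No test was run for these 3 features alone. The young libraries hold more mRNA and lncRNA reads than the old ones, so a lower depth in the young livers is argued against. Reads shared with another gene, genotype and age stay open.

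The predicted miRNA 15_12033 had a mean of 27.5 in the old livers, which 16 and 31 reads gave, against 1 and 0 reads in the young libraries. Without young replicate 1 its log2 fold change was 4.75 and without young replicate 2 it was 3.53, and these values rest on few reads. No technical explanation was tested for it, and no biological one beyond the age groups.

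The circRNAs circRNA002054 and circRNA014046 were listed at 0 in both young livers and had means of 6.60 and 3.66 in the old livers, about 40 and 50 and about 26 and 24 junction reads. Few independent RNA molecules behind the reads of the young libraries may be enough for such a pattern, as 83.5% of the circRNAs with about 10 to 19 junction reads in 1 young library were at 0 in the other. That share rests on all circRNAs of the young libraries and not on these 2. Age stays open and was not tested apart from it.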

How the results depend on the processing

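The alternatives were set before the data were examined, except for the following, which were chosen after seeing the data: drawing down of mRNAs and lncRNAs, the exact test of edgeR without a filter or on mRNAs and lncRNAs together, edgeR's fold changes of named features, and the network counts with miRNAs called by edgeR or with all features above 0 in at least 2 libraries.

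The share of mRNAs detected at both ages was 85.9% with a value of at least 0.1, 80.1% with a value of at least 1 and 80.3% with detection in both libraries, and from 76.7% to 86.1% with 1 library left out. For lncRNAs it was 66.0%, 55.9%, 54.5% and from 49.6% to 68.5%. For miRNAs it was 92.8% with a value of at least 1, 84.5% with detection in both libraries and from 89.8% to 90.8% with 1 library left out. For circRNAs it was 25.1%, 14.6% and from 9.02% to 19.7%, the lowest without young replicate 1, and 18.5% after drawing down. The cause was not tested.

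The ratio of old-only to young-only features reversed with a value of at least 1 for mRNAs (0.870), lncRNAs (0.641) and circRNAs (0.767), and moved to 2.76 for miRNAs. With a value of at least 0.1 it was 1.74 for mRNAs and 4.25 for lncRNAs. With detection in both libraries it was 12.2 for mRNAs, 34.4 for lncRNAs and 23.9 for circRNAs, and it reversed to 0.985 for miRNAs. With 1 library left out it ranged from 2.01 to 18.2 for mRNAs, from 3.71 to 39.0 for lncRNAs and from 1.69 to 16.2 for circRNAs. For miRNAs it ranged from 0.324 to 5.07, reversed at 0.324 without old replicate 1 and 0.350 without old replicate 2. Leaving out a library removes features from its age group by construction.

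Differentially expressed mRNAs numbered 2 with a mean of at least 1, 971 at an unadjusted p-value, 399 in the exact test of edgeR, 345 without a filter and 332 with mRNAs and lncRNAs together. The corresponding counts of lncRNAs were 238, 25, 16 and 186, and none passed with a mean of at least 1 (84 higher and 93 lower at an unadjusted p-value under 0.05). Differentially expressed miRNAs numbered 7 with a mean-variance trend, 103 at an unadjusted p-value, 32 in the exact test and 32 without a filter. Without adjustment the counts are higher by construction, and for the other alternatives the cause was not tested. The split at an unadjusted p-value depended on the scaling. For mRNAs it was 471 higher and 500 lower as deposited, 621 and 318 after rescaling by the median ratio and 553 and 354 after quantile normalization. For lncRNAs it was 120 and 118, 167 and 66, and 145 and 90. The median log2 fold change of all lncRNAs moved from 0.00106 to 0.11 after rescaling by the median ratio, and that of all miRNAs from 0.18 to 0.04.

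Differentially expressed circRNAs numbered 45 with a pseudocount 10 times larger, 423 without a filter, 58 with a mean of at least 1 and 200 after quantile normalization. With the adjusted p-values of the main fit there were 0, where 672 higher and 45 lower remained at an unadjusted p-value under 0.05. The cause was not tested. Rescaling by the median ratio gave 720 higher and 32 lower, and moved the median log2 fold change of all circRNAs to 1.35. With replicate number as a block there were 205 circRNAs. The libraries of a block share only a number, and the correlation of their deviations from the group means was 0.0902 for mRNAs, 0.0586 for lncRNAs, -0.0158 for miRNAs and -0.0518 for circRNAs, so that block removes degrees of freedom and pairs no animals.

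The median log2 fold change of the interferon-stimulated genes was 1.55 under fry (p = 0.492) and under camera with an estimated correlation (p = 0.519), and it reversed to -0.12 without old replicate 1, in a range up to 3.29 with 1 library left out. For the lipid and drug metabolism genes it was -0.50 under fry (p = 0.241) and the estimated correlation (p = 0.358), and from -0.997 to -0.196 with 1 library left out. After rescaling by the median ratio it was -0.33 for these genes (p = 0.00428, camera test with a preset correlation).

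The within-group minus the between-group correlation of mRNA and lncRNA profiles was 0.0261 on log2(value + 1), 0.0305 with Spearman's coefficient and 0.150 without the 20 highest features, against 0.00722 on the deposited values. For miRNAs it was 0.0110, 0.0156 and 0.0497 against 0.00617. The ratio of the young to the old distance in the first 2 components was 5.71 with log2(value + 0.1), 1.320 scaled to unit variance, 1.324 with a mean of at least 1 and 1.05 over all components for mRNAs and lncRNAs, and 0.751 over all components for miRNAs. A plane leaves out the third component by construction, and for the other alternatives the cause was not tested.

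The circRNA-miRNA pairs numbered 11 for the features of Fig. 4, 5565 with miRNAs called by edgeR and 72700 for all features above 0 in at least 2 libraries, with different numbers of pairs by construction.

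Of 290 alternatives to the log2 fold changes of named features that keep 4 libraries, 256 kept the direction and the side of the threshold, 27 moved past the threshold, 26 of them by the exact test of edgeR, 7 no longer passed it and 0 reversed. Of 216 fold changes with 1 library left out, 157 moved by no more than the standard error, 57 by more, and 2 reversed, those of NR1H3 at -0.24 without young replicate 1 and -0.06 without old replicate 2, against 0.02 with all libraries and 0.29 without young replicate 2. A count test for circRNAs was not run, as whole reads are not claimed for them. Leaving out a library gives no calls, as 1 library then stands for an age group. With 2 livers per age, limma called no changed gene in simulated counts at the estimated dispersion and 42% at a dispersion of 0.05.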

Differences from the paper's values

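The paper reports 273 differentially expressed mRNAs, 238 higher and 35 lower in old livers, and limma gave 0, 0 higher and 0 lower, with 471 higher and 500 lower at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, the exact test of edgeR came within 1.5 times of the paper's values for all calls (399) and for higher ones (345), but not for lower ones (54), and the others did not. Chosen after seeing the values, that test without a filter gave 345, 296 and 49, and with mRNAs and lncRNAs together 332, 289 and 43, which were within 1.5 times of the paper's values.

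The paper's number of differentially expressed lncRNAs is 19, and limma gave 0, with 120 higher and 118 lower at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined only the exact test of edgeR, with 25, closed the gap. Here and for the other RNA classes only numbers of calls were compared, and not which features were called. In the exact test the adjusted p-values were 0.0354 for MSTRG.58269, 0.00699 for MSTRG.85782, 0.0814 for MSTRG.177174, 0.156 for MSTRG.205482 and 0.180 for MSTRG.6003. MSTRG.177174, MSTRG.205482 and MSTRG.6003, which the paper names, were thus not called by that test. That test without a filter, chosen after seeing the values, gave 16 and closed the gap, and with mRNAs and lncRNAs together, also chosen after seeing the values, it gave 186 and did not. For miRNAs the paper reports 26, with 14 higher and 12 lower, and limma gave 0, 0 and 0, with 72 higher and 31 lower at an unadjusted p-value under 0.05. With edgeR's exact test there were 32, 20 and 12, which was the only alternative set before the data were examined that closed the gap. The same test without a filter, chosen after seeing the values, also gave 32, 20 and 12.

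The paper reports 103 differentially expressed circRNAs, 81 higher and 22 lower, against 717, 672 and 45 here. No alternative set before the data were examined closed the gap for all calls or for the higher ones. The number of lower ones came within 1.5 times of the paper's with a pseudocount 10 times smaller (32) or larger (20), after rescaling by the median ratio (32) and with a mean-variance trend (29).

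For NR1H2 the paper's log2 fold change is 2.026481405 and the value here was 1.58. None of the alternatives set before the data were examined closed the gap, and the exact test of edgeR, which for fold changes was chosen after seeing the values, gave 1.98. For ELOVL2 the paper's value is -3.306051731 and the value here was -2.68. A pseudocount of 0.1 (-3.70) and leaving out young replicate 1 (-3.26) or old replicate 1 (-3.18), set before the data were examined, came within the standard error of the paper's value, and the other alternatives did not. With edgeR, chosen for fold changes after seeing the values, it was -3.44.

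The paper's network holds 13 circRNA-miRNA relationships, and the count here was 0, because limma called no miRNA (72 higher and 31 lower at an unadjusted p-value under 0.05) and no pair was left to test. The alternative on log2 values, which used the same calls, had no pair to test either. Among the features of Fig. 4, an alternative set before the data were examined, 11 pairs passed on the deposited values. With miRNAs called by edgeR there were 5565 pairs and with all features 72700, both chosen after seeing the values, and neither closed the gap. Of the relationships drawn in Fig. 4, 7 did not pass. The paper gives 71.66 M clean reads per RNA-seq library, and 40.9 M reads were counted on listed mRNAs and lncRNAs, which is a different measure, and no alternative was set for it.

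The paper describes old and young livers as grouped apart in the matrix of mRNA and lncRNA profiles, whereas Pearson's r on the deposited values was higher between old replicate 2 and young replicate 1 (0.991) than between the old livers (0.925). On log2(value + 1), an alternative set before the data were examined, r was 0.937 and 0.936 within the age groups and at most 0.927 between them, so the groups lay apart. With Spearman's coefficient (0.852 between the young livers against up to 0.873 between ages) and without the 20 highest features (0.723 between the old livers against up to 0.812), also set before the data were examined, they did not. Old livers are described as closer to each other than young livers, whereas Pearson's r on the deposited values was 0.925 between the old livers and 0.996 between the young livers. In the distance over all components (95.02 against 99.5) and with Spearman's coefficient (0.916 against 0.852) the old livers were the closer pair. Without the 20 highest features the young livers were the closer pair (0.945 against 0.723). On log2(value + 1), r was 0.937 for the young and 0.936 for the old livers. MSTRG.58269 is described as the lncRNA with the biggest change of those targeting differentially expressed genes. Here it was at least 97.2-fold higher and MSTRG.85782 at least 136-fold higher. Both were at 0 in both young livers, so these lower limits cannot decide which changed more. Old replicate 1 held most reads of both. Fig. 4 draws a positive correlation between circRNA017214 and miR-210, whereas here that pair did not pass and its members moved in opposite directions. The log2 fold change of miR-210 was -1.55, and circRNA017214 was at 0 in both young livers and at 1.15 and 3.74 in the old livers.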

Other observations

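The tests of library depth for circRNAs, of muscle tissue, of immune cells and of a single old animal for the interferon-stimulated genes were set before their results were seen, and all other tests in this part were chosen only after the result was seen, as were the comparison of immune cells within old replicate 1 and the stricter rule under which a list median that changes sign with 1 library left out decides nothing, which opened the verdicts on muscle tissue and the share of hepatocytes.

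More circRNAs, mRNAs and lncRNAs were found only in old livers than only in young livers. Library depth is argued against as the whole explanation. For circRNAs the ratio was 3.62 after the reads were drawn down to the smallest library. For mRNAs and lncRNAs, which come from the same libraries, the young libraries were the deeper ones. The smaller young library held 1.49 times the mRNA reads and 2.06 times the lncRNA reads of the larger old library. MSTRG.126734 took between 66.6% and 89.5% of the lncRNA reads per library. The lncRNA ratio therefore does not give the depth of the other lncRNAs, and the argument rests on the mRNA reads. Few independent RNA molecules behind the reads of the young RNA-seq libraries may explain the pattern. Of the features with 10 to 19 reads in 1 young library, 83.5% of circRNAs, 25.7% of mRNAs and 35.7% of lncRNAs were at 0 in the other young library, against 21.5%, 8.28% and 17.8% in the old livers. Of the circRNAs with such reads in young replicate 1, 57.2% and 49.8% were at 0 in old replicates 1 and 2, fewer than the 85.3% in young replicate 2. By direction, 49.4% of lncRNAs with such reads in young replicate 1 were at 0 in young replicate 2, and 17.4% the other way. For mRNAs these shares were 33.5% and 16.1%, and for circRNAs 85.3% and 80.9%. In the old livers the circRNA shares were 5.70% and 29.1%. For lncRNAs the excess over the old livers thus lay in young replicate 2 alone. A larger diversity of transcripts in old livers stays open and was not tested.

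miR-206 was higher in old livers. The skeletal muscle mRNAs do not decide whether muscle tissue was in the old samples. Their median log2 fold change was -0.0132 over 13 mRNAs, with 6 higher and 7 lower, and it was 0.12 without old replicate 1. In old replicate 2, which had the highest values of miR-206 (295) and ssc-miR-1 (2630), 8 of the 13 were above both young livers and 4 below both, and in old replicate 1, 2 were above and 8 below, where order alone gives 33.3% for each. ACTA1 was at 0.577 and 0.196 CPM in the young livers and 0.016 and 0.863 in the old livers. Because most of these mRNAs were under 1 CPM and moved both ways, and no muscle library was used here, muscle tissue in the old samples and a change of miR-206 in the liver cannot be told apart. Age stays open and was not tested apart from the animals.

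Interferon-stimulated genes were higher in old livers on average. More T and NK cells, B cells or macrophages are argued against as the whole explanation. The highest median log2 fold change of the 3 marker lists, that of macrophages, was 0.45 (0.85 without young replicate 2). In old replicate 1 against the young livers, the median was 3.29 for the interferon-stimulated genes, 0.41 for macrophages, 0.06 for T and NK cells and -0.15 for B and plasma cells. In each old liver, 5 of the 7 macrophage genes were above both young livers, where order alone gives 33.3%, while the interferon-stimulated genes were not raised in old replicate 2. A smaller contribution of such cells stays open. One old animal may carry the whole pattern, because the median log2 fold change without old replicate 1 was -0.12. An infection or another state of that sow was not tested.

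Lipid and drug metabolism genes were lower in old livers on average. One old animal may carry a large part of the pattern, because 11 of the 28 genes were below both young livers in old replicate 2, against 22 in old replicate 1. A lower share of hepatocytes would raise the markers of every other cell type alike. On the values as deposited, the hepatocyte list fell (-0.57) and 5 of the 6 lists of other cell types rose (0.13 to 0.84). The lowest, that of B and plasma cells, was at -0.17 with 2 genes higher and 4 lower, and at 0.22 without young replicate 2. The size of such medians depends on the scaling, as that of the metabolism list moved to -0.33 after rescaling by the median ratio. With so few genes that move both ways, a lower share of hepatocytes and a change within hepatocytes cannot be told apart. A change of metabolism with age stays open and was not tested.

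By edgeR's exact test more mRNAs were called higher than lower in old livers. Whether few independent molecules in the young libraries explain this is not decided. In the highest of 3 classes of mean reads 81.0% of the 84 calls were higher, against 94.1% of the 169 calls in the lowest. A high mean can come from the old libraries, as for ENSSSCG00000007688 with 29 and 0 young reads and 19941 and 21724 old reads. These shares therefore cannot tell the explanations apart. Of the 3 splits of the 4 livers into pairs, 1 gave as many calls, the real one with 399, and the others gave 15 and 5. With 3 splits no share under 0.05 can be had.

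FOS and JUNB were picked after their values were seen. FOS rose from 1.17 and 1.49 CPM to 9.95 and 206, and JUNB from 0.131 and 0.994 to 11.4 and 14.4. A stress response at the time of sampling may raise them, and the median log2 fold change of 12 other immediate early genes was 1.41, with all 12 higher on average. Without old replicate 2 that median was 0.44. No record of the handling of each sow was used here, so this and a change with age cannot be told apart.

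Of the other lists, the median log2 fold change was 0.03 for erythroid cells, 0.33 for erythroid miRNAs, 0.45 for macrophages, 0.26 for T and NK cells (0.43 with a gene at the limit of detection set to its bound), -0.17 for B and plasma cells, -0.57 for hepatocytes, 0.17 for cholangiocytes, 0.13 for stellate cells and fibroblasts, 0.84 for endothelial cells and 0.04 for heat shock genes. For muscle miRNAs it was 1.54. With 1 library left out, the median ranged from -0.15 (without old replicate 2) to 0.12 (without old replicate 1) for skeletal muscle, from 1.18 (without old replicate 2) to 1.90 (without old replicate 1) for the muscle miRNAs, from 0.0049 (without young replicate 1) to 0.06 (without young replicate 2) for erythroid cells, from 0.02 (without old replicate 2) to 0.64 (without old replicate 1) for the erythroid miRNAs, from 0.28 (without young replicate 1) to 0.85 (without young replicate 2) for macrophages, and from 0.06 (without old replicate 2) to 0.35 (without young replicate 2) for T and NK cells. For the rest it ranged from -0.24 (without young replicate 1) to 0.22 (without young replicate 2) for B and plasma cells, from -0.71 (without old replicate 2) to -0.34 (without old replicate 1) for hepatocytes, from -0.02 (without old replicate 2) to 0.34 (without old replicate 1) for cholangiocytes, from -0.21 (without old replicate 2) to 0.57 (without old replicate 1) for stellate cells and fibroblasts, from 0.42 (without old replicate 2) to 0.85 (without young replicate 1) for endothelial cells, from 0.44 (without old replicate 2) to 1.72 (without young replicate 2) for the immediate early genes, and from -0.52 (without old replicate 1) to 0.35 (without old replicate 2) for the heat shock genes. The median was also below 0 for stellate cells and fibroblasts without young replicate 1 (-0.11) and for the heat shock genes without young replicate 2 (-0.11). The median of the immediate early genes was 1.65 with a gene at the limit set to its bound.

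MSTRG.6003, on chromosome 1 from 82746755 to 82774891, fell from 6.63 and 14.8 CPM to 1.09 and 1.016, a log2 fold change of -2.42 (standard error 0.44, adjusted p = 0.228, limma), or -2.95 without young replicate 1 and -1.89 without young replicate 2. circRNA015222, on chromosome 18 from 18686158 to 18715721, fell from 6.98 and 30.6 to 0.859 and 2.84, a log2 fold change of -2.98 (standard error 1.07, adjusted p = 0.158, limma), and did not pass the unadjusted threshold for circRNAs either. It was -4.03 without young replicate 1 and -1.94 without young replicate 2.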
